# Kdm6a suppresses the alternative activation of macrophages and impairs energy expenditure in obesity

**DOI:** 10.1038/s41418-020-00694-8

**Published:** 2020-12-10

**Authors:** Jun Chen, Xing Xu, Yan Li, Fan Li, Jianjun Zhang, Qin Xu, Wantao Chen, Yan Wei, Xu Wang

**Keywords:** Interleukins, Epigenetics

## Abstract

Histone lysine demethylase 6a (Kdm6a) mediates the removal of repressive trimethylation from histone H3 lysine 27 (H3K27me3) to activate target gene expression. Obesity is associated with metabolic inflammation, and adipose tissue macrophages (ATMs) are key players orchestrating metabolic inflammation. However, it is still unclear whether the Kdm6a pathway in ATMs regulates energy homeostasis. Here, we identified Kdm6a as a critical epigenetic switch that modulates macrophage polarisation and further disrupts energy balance. Myeloid-specific Kdm6a knockout in *Kdm6a*^*F/Y*^;*Lyz2-Cre* mice significantly reversed the high-fat diet (HFD)-induced M1–M2 imbalance in white adipose tissue (WAT) and blocked HFD-induced obesity. The brown adipose tissue (BAT) activity, WAT browning and energy expenditure were significantly increased in *Kdm6a*^*F/Y*^;*Lyz2-Cre* mice. Furthermore, Kdm6a regulated the Ire1α expression in a demethylase activity-dependent manner and augmented the M2 polarisation of macrophages. Macrophage with higher Kdm6a significantly promotes adipogenesis in white adipocyte and inhibits thermogenesis in beige adipocytes. These results suggest that the Kdm6a in macrophages drives obesity and metabolic syndrome by impairing BAT activity and WAT differentiation.

## Introduction

The trimethylation of histone H3 lysine 27 (H3K27me3) is a histone modification occurring on the amino-terminal tail of the core histone H3. This trimethylation is associated with the downregulation of nearby genes via the formation of heterochromatic regions [1]. H3K27me3 acts in opposition to trimethylation of histone H3 lysine 4 (H3K4me3), which activates gene expression [2]. Because of its dramatic and predictable effect on gene expression, H3K27me3 is the favourite marker of epigenetic researchers looking for inactive genes. H3K27me3 can be removed by histone lysine demethylases 6 family (Kdm6). The Kdm6 family contains a JmjC domain [3] and counters the enzymatic activity of polycomb repressive complex 2 [4] by removing di- and trimethyl groups from histone H3K27. The Kdm6 family includes Kdm6a (histone lysine demethylase 6a, also known as Utx) and Kdm6b (also known as Jmjd3), and has been shown to play important roles in a multitude of cellular processes, including differentiation [5, 6], senescence [7], somatic and germ cell reprogramming [8], cancer [9] and the inflammatory response [10]. The discovery of GSK-J4 provides an effective tool for the pharmacological inhibition of KDM6 members, which have been reported to inhibit the growth of TAL-1-positive T-ALL [11, 12], diffuse intrinsic pontine glioma [13, 14], melanoma [15] and neuroblastoma [16]. Most recently, the inhibition of Kdm6 family members with GSK-J4 was shown to abate nephropathy progression in diabetic db/db mice, suggesting that Kdm6a is also involved in the progression of metabolic diseases [17]. Type 2 diabetes and obesity induce similar transcriptional reprogramming of H3K27me3 in human myocytes [18]. Although Kdm6a is a target of the well-known antidiabetic drug metformin [19], the physiological role of Kdm6a in metabolic diseases, such as obesity and diabetes, is not fully understood. The relationship between Kdm6a and macrophage differentiation has not been investigated in the overfed state.

Obesity is associated with a state of chronic low-grade inflammation as active immune cells infiltrate adipose tissues [20]. Adipose tissue is composed of several types of tissue, including white, brown and beige fat, which play pivotal roles in metabolic homeostasis [21]. Various innate and adaptive immune cell types communicate with adipocytes and thereby maintain adipose function. In particular, adipose tissue macrophages (ATMs) are critical in orchestrating metabolic inflammation [22]. As the major effector cells mediating both adipose and systemic inflammation, ATMs respond to metabolic cues and are present in a spectrum of functionally distinct activation states, thereby exerting profound regulatory effects on metabolism. ATM M1 polarisation is thought to promote insulin resistance and type 2 diabetes [23], while ATM M2 polarisation, induced by eosinophil-derived type 2 cytokines (for example, the interleukins Il4), increases brown adipose tissue (BAT) activation and white adipose tissue (WAT) browning [24, 25]. ATM M2 polarisation thereby modulates adaptive thermogenesis and energy consumption through some cytokines’ (for example, the interleukins Il10) resistance [26]. Some genes have taken part in the polarisation of macrophage, such as Ire1α. Ire1α is an endoplasmic reticulum-resident transmembrane protein that senses ER stress. Myeloid-specific knockout of Ire1α has been reported to largely reversed high-fat diet (HFD)-induced M1–M2 imbalance in WAT and blocked HFD-induced obesity [23]. Downregulating Ire1α promoted M2 macrophage polarisation [27]. Emerging lines of evidence have revealed that Ire1α functions as a multifunctional signal transducer that responds to metabolic cues and nutrient stress conditions, exerting profound and broad effects on metabolic homeostasis [28]. But the relationship between Kdm6a and Ire1α expression is still limited.

In the present study, we tested the possibility that during chronic handling of excess nutrients, Kdm6a mechanistically converges with metabolic inflammation through Ire1α in macrophages, thereby initiating adipose dysfunction and causing the dysregulation of glucose and energy metabolism.

## Results

### Myeloid Kdm6a ablation prevents high fat diet-induced obesity

We first examined whether Kdm6a is involved in HFD-induced obesity (DIO) and metabolic inflammation in obese mice. We crossed floxed *Kdm6a*^*F/Y*^ mice with lysozyme 2-*Cre* (*Lyz2-Cre*) mice, in which Kdm6a protein expression was abolished in bone marrow-derived macrophages (BMDMs) and peritoneal macrophages but present in other examined tissues (Supplementary Fig. 1A, B). In comparison to their *Kdm6a*^*F/Y*^ counterparts, *Kdm6a*^*F/Y*^;*Lyz2-Cre* mice showed no defective developmental phenotypes when they were fed a normal chow diet (ND) (Fig. 1A). However, the *Kdm6a*^*F/Y*^;*Lyz2-Cre* mice were completely resistant to DIO, exhibiting significantly reduced body weight and adiposity (Fig. 1A, B). The blood glucose control in HFD-fed *Kdm6a*^*F/Y*^;*Lyz2*-*Cre* mice was significantly improved compared to that in the HFD-fed *Kdm6a*^*F/Y*^ mice (Fig. 1C). The HFD-fed *Kdm6a*^*F/Y*^;*Lyz2-Cre* mice showed markedly increased glucose tolerance, but the sensitivity to insulin was not influenced (Fig. 1D). In addition, the *Kdm6a*^*F/Y*^;*Lyz2*-*Cre* mice did not exhibit hyperleptinemia and hypoadiponectinemia when fed a HFD (Fig. 1E). Consistent with lower body weight and adiposity, the HFD-fed *Kdm6a*^*F/Y*^;*Lyz2-Cre* mice also showed an epididymal WAT (epWAT) phenotype with smaller adipocytes than their counterparts (Fig. 1F). The body temperature of *Kdm6a*^*F/Y*^;*Lyz2*-*Cre* mice in the HFD group was markedly higher than that of their *Kdm6a*^*F/Y*^ counterparts or the ND-fed mice (Fig. 1G). These data suggest that Kdm6a in myeloid cells couples overnutrition to the development of obesity and obesity-associated metabolic deterioration.

**Fig. 1:**
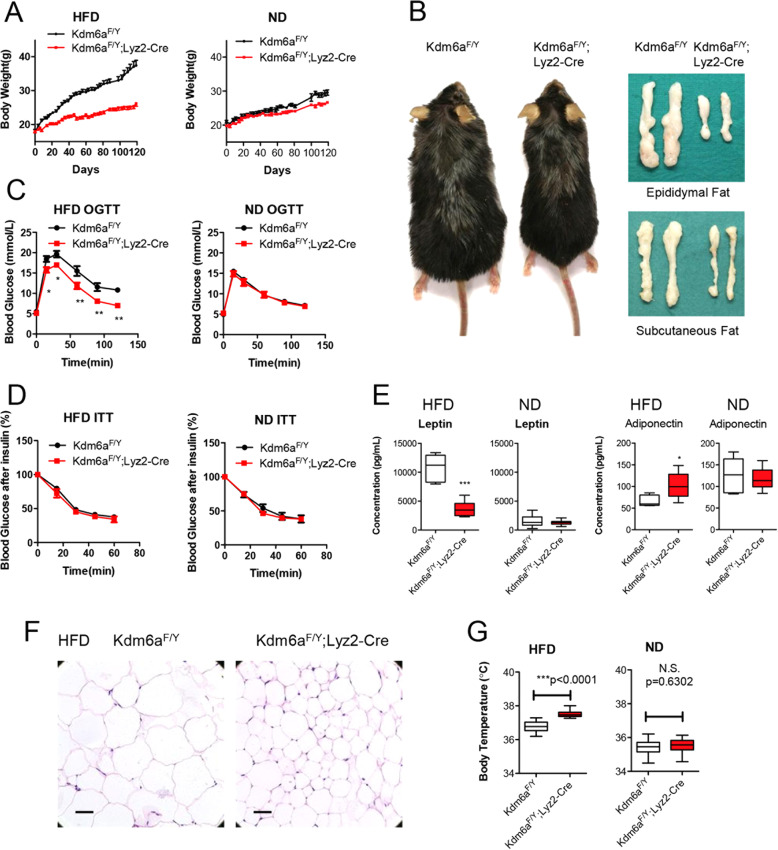
The myeloid-specific knockout of *Kdm6a* blocks high fat diet-induced obesity. **A** The body weight after the *Kdm6a*^*F/Y*^ mice and *Kdm6a*^*F/Y*^;*Lyz2*-*Cre* mice were fed a high fat diet (HFD) or normal diet (ND) for 16 weeks (*n* = 10 in each group). ***p < 0.001; **p < 0.005; *p < 0.05. N.S., not significant. **B** Representative images of HFD-fed wild-type and myeloid-specific knockout mice. The epididymal and subcutaneous adipose tissues are also presented. **C** The OGTT assay was used to detect blood glucose homeostasis in HFD- and ND-fed mice. **D** The ITT assay was used to detect blood glucose homeostasis in HFD- and ND-fed mice. **E** Serum leptin and adiponectin concentrations of mice fed with HFD or ND. **F** Representative images of H&E-stained WAT in the HFD-fed mice, bar = 100 μm. **G** The body temperature was recorded.

### Myeloid-specific Kdm6a knockout increases energy expenditure

As the body temperature of the *Kdm6a*^*F/Y*^;*Lyz2*-*Cre* mice was significantly higher than that of the *Kdm6a*^*F/Y*^ mice when the mice were fed a HFD, we next performed an examination with a metabolic cage to determine whether the myeloid-specific Kdm6a knockout might be attributable to the increased energy consumption. The *Kdm6a*^*F/Y*^;*Lyz2*-*Cre* mice consumed a much higher volume of O_2_ (VO2) than their counterparts (Fig. 2A). There were no differences in VO2 consumption between the *Kdm6a*^*F/Y*^;*Lyz2*-*Cre* mice and the *Kdm6a*^*F/Y*^ mice on the ND-fed, and the *Kdm6a*^*F/Y*^;*Lyz2*-*Cre* mice mainly consumed O_2_ in the dark phase. Similarly, the Kdm6a-deficient mice produced a greater volume of CO_2_ (VCO2) than the *Kdm6a*^*F/Y*^ mice (Fig. 2B). There was no difference in the respiratory exchange rate (RER) between *Kdm6a*^*F/Y*^;*Lyz2*-*Cre* mice and *Kdm6a*^*F/Y*^ mice (Fig. 2C). The *Kdm6a*^*F/Y*^;*Lyz2*-*Cre* mice fed with the HFD showed no significant change of locomotor activity compared to the HFD-fed *Kdm6a*^*F/Y*^ mice or the ND-fed mice (Fig. 2D). These data suggest that the myeloid-specific Kdm6a knockout only caused increased energy consumption of HFD-fed mice.

**Fig. 2:**
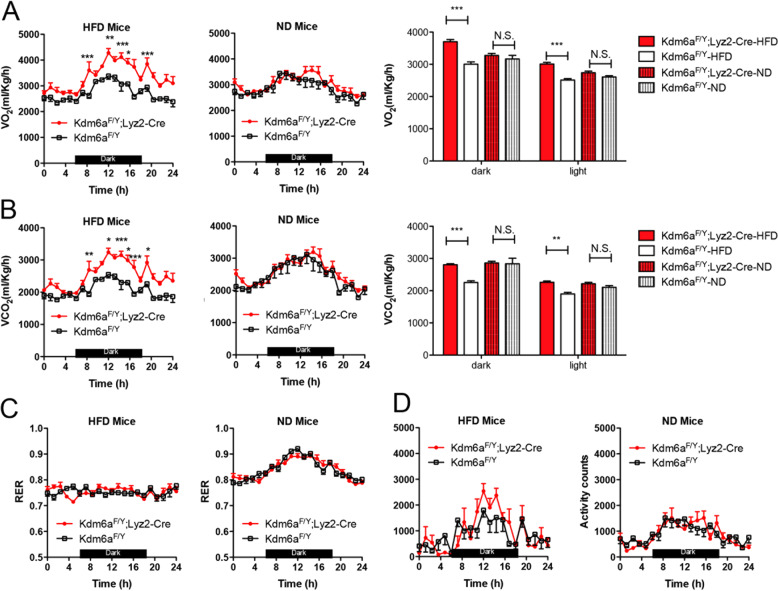
The myeloid Kdm6a ablation increases energy expenditure of DIO mice but not lean mice. **A** The mice were fed with HFD or ND for 16 weeks. The oxygen consumption (VO2) monitored over a 24-h period is shown as averaged values (*n* = 8 in each group). **B** Carbon dioxide production (VCO2) monitored over a 24-h period, shown as averaged values. **C** The RER was analysed for 24 h. **D** The locomotor activity were measured.

### Kdm6a deficiency reverses the ATM M1–M2 imbalance

In order to examine the polarisation of macrophages in the adipose, we collected the adipose tissue and enriched the F4/80^+^ CD11_b_^+^ macrophages for further examination. The HFD-fed *Kdm6a*^*F/Y*^;*Lyz2-Cre* mice showed a phenotype with smaller adipocytes than their counterparts in the epWAT and subcutaneous WAT (scWAT). Flow cytometry analysis showed a significant ~34% and ~25% decrease in the number of F4/80^+^ CD11_b_^+^ cells in the epWAT and scWAT, respectively (Fig. 3A). In the epWAT of *Kdm6a*^*F/Y*^;*Lyz2*-*Cre* mice, the percentage of CD11_c_^+^ cells (M1 phenotype) gated from CD11_b_^+^ F4/80^+^ cells was lower than that in the epWAT of *Kdm6a*^*F/Y*^ mice, while the percentage of CD206^+^ cells (M2 phenotype) was much higher (Fig. 3B). We further collected the stromal vascular fraction (SVF) of the epWAT, enriched the CD11_b_^+^ cells and performed real-time PCR. Compared to the *Kdm6a*^*F/Y*^ CD11_b_^+^ cells, the CD11_b_^+^ cells of *Kdm6a*^*F/Y*^;*Lyz2*-*Cre* mice expressed much more M2 markers *Arg1* mRNA and less M1 markers *Nos2* and *Il6* mRNA (Fig. 3C). Furthermore, the expressions of *Ccl2* and *Il1β* mRNA were decreased in the adipocytes (Fig. 3C), which was consistent with the serum concentrations Il1β in the respective mice (Fig. 3D). To further examine the energy deposition and consumption, we dissected the BAT from mice, as BAT is the major organ that dissipates energy through the activation of mitochondrial uncoupling protein 1 (Ucp1) during adaptive thermogenesis. In the BAT of *Kdm6a*^*F/Y*^;*Lyz2*-*Cre* mice fed with the HFD, there were much lower lipid-droplet levels but higher focal enhancement of expression of Ucp1 (Fig. 3E). The higher expression of *Ucp1* mRNA was also observed in the BAT of *Kdm6a*^*F/Y*^;*Lyz2*-*Cre* mice (Fig. 3F), while there was no significant difference in mice fed with ND (Supplementary Fig. 1C). Other genes involved in mitochondrial oxidative phosphorylation, including *Cox5a*, *Cox7a* and *Cox8b*, were also increased in the BAT of *Kdm6a*^*F/Y*^;*Lyz2*-*Cre* mice at the mRNA level (Fig. 3F). The *Kdm6a*^*F/Y*^;*Lyz2*-*Cre* mice had significantly elevated expression of key thermogenic genes in the BAT, thus suggesting that these mice had increased BAT thermogenic capacity.

**Fig. 3:**
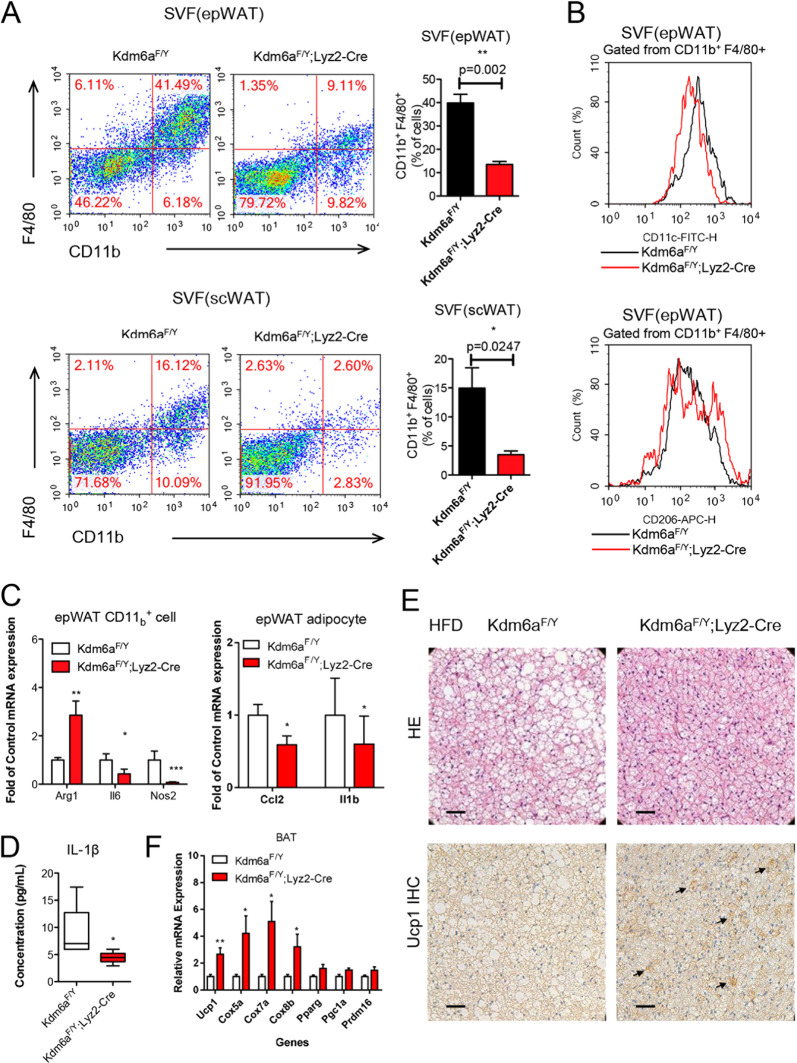
Kdm6a deficiency reverses the ATM M1–M2 imbalance. **A** Representative flow cytometry histograms and the quantitative data from the analysis of CD11_b_^+^ F4/80^+^ cells in SVFs of the epWAT and scWAT. **B** The percentage of CD11_c_^+^ cells gated from the CD11_b_^+^ F4/80^+^ population in epWAT was decreased in the *Kdm6a*^*F/Y*^;*Lyz2*-*Cre* mice. The percentage of CD206^+^ cells gated from CD11_b_^+^ F4/80^+^ population in epWAT was increased in the *Kdm6a*^*F/Y*^;*Lyz2*-*Cre* mice. **C** Realtime PCR assays to detect the abundance of the indicated mRNAs in the CD11_b_^+^ cells and adipocytes isolated from the epWAT. **D** The serum concentration of Il1β in the DIO mice. **E** The H&E-stained sections of HFD-fed mice indicating lipid droplets in the BAT. Arrows indicate the focal enhancement of Ucp1 expression in the BAT, bar = 100 μm. **F** Realtime PCR assays to detect the abundance of the indicated mRNAs in the BAT.

### Myeloid-specific Kdm6a knockout improves adaptive thermogenesis in mice

Given the critical role of inducible beige adipocytes in the adaptive thermogenesis and the maintenance of energy balance, we also examined the effect of myeloid-specific Kdm6a knockout on adaptive thermogenesis in mice exposed to cold stress (4 °C). The *Kdm6a*^*F/Y*^;*Lyz2-Cre* mice maintained their body temperature at higher levels than the *Kdm6a*^*F/Y*^ mice after cold exposure for 48 h, but indicated no significant change in body weight (Fig. 4A). There was a significant difference between the groups in the concentration of nonesterified fatty acid (NEFA), low-density lipoprotein-cholesterol (LDL-C) and total cholesterol (TC) in the mouse serum after 48 h of cold exposure (Fig. 4B). However, cold stress decreased BAT lipid-droplet levels and increased Ucp1 expression to a greater extent in *Kdm6a*^*F/Y*^;*Lyz2*-*Cre* mice than control mice, thus indicating increased BAT activity (Fig. 4C). In addition, scWAT in *Kdm6a*^*F/Y*^;*Lyz2*-*Cre* mice subjected to cold exposure also exhibited marked remodelling (Fig. 4D), as evidenced by both increased induction of multilocular Ucp1-expressing beige adipocytes and the robust augmentation of cold-induced Ucp1 expression (Fig. 4E). Compared to the *Kdm6a*^*F/Y*^ mice, the *Kdm6a*^*F/Y*^;*Lyz2*-*Cre* mice exhibited lower concentrations of serum leptin and higher concentrations of adiponectin (Fig. 4F). Taken together, these data suggest that the Kdm6a deficiency in myeloid cells increases energy expenditure by promoting the thermogenic activity of both brown and beige adipose tissue.

**Fig. 4:**
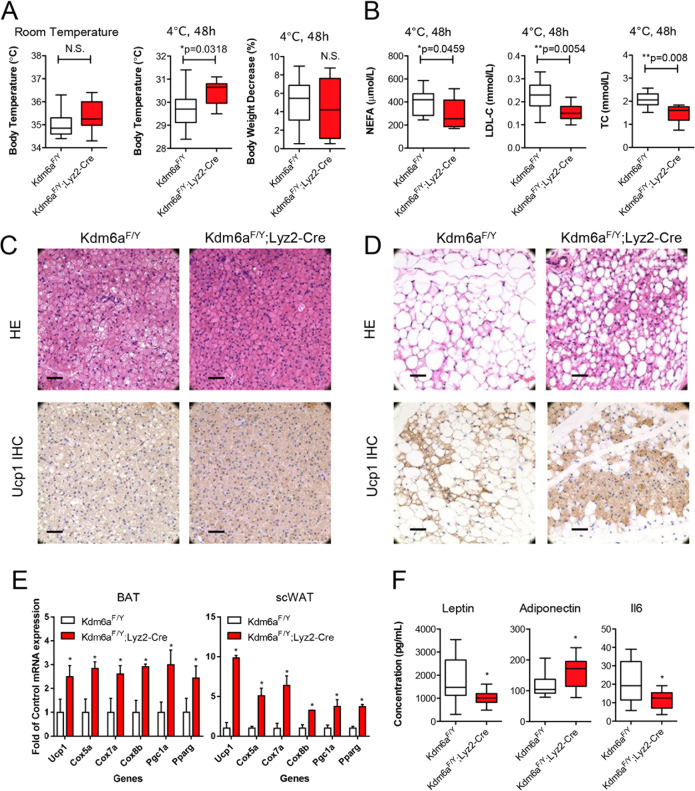
Myeloid Kdm6a ablation improves adaptive thermogenesis. **A** Body temperature and body weight of mice at room temperature and cold exposure at 4 °C for 48 h. **B** The concentration of nonesterified fatty acid (NEFA), low-density lipoprotein-cholesterol (LDL-C) and total cholesterol (TC) in the mouse serum after 48 h cold exposure. **C** H&E staining and IHC images of BAT in the *Kdm6a*^*F/Y*^ and *Kdm6a*^*F/Y*^;*Lyz2*-*Cre* mice, bar = 100 μm. **D** H&E staining and IHC images of scWAT in the mice, bar = 100 μm. **E** Realtime PCR assays to detect the abundance of the indicated mRNAs in the BAT and scWAT. **F** The serum concentrations of leptin, adiponectin and Il6 were measured.

### Kdm6a deficiency augments the polarisation of macrophages via demethylase activity

Next, we considered whether macrophage Kdm6a might be involved in M1–M2 polarisation in a cell-autonomous manner. We used lipopolysaccharide (LPS) or Il4 stimulation of mouse BMDMs, which are in vitro models to mimic M1 and M2 polarisation, respectively. The LPS or Il4 cannot change the expression level of Kdm6a (Supplementary Fig. 1D, E). The flow cytometry analysis showed a significant decrease in LPS-stimulated CD11_c_^+^ and an increase in Il4-stimulated CD206^+^ cells gated from F4/80^+^ CD11_b_^+^ Kdm6a-deficient BMDMs (Fig. 5A). In the *Kdm6a*^*F/Y*^;*Lyz2-Cre* BMDMs, compared with the control *Kdm6a*^*F/Y*^ BMDMs, LPS increased *Nos2* and *Il6* mRNA expression to a lesser extent (Fig. 5B). In contrast, Il4-induced *Arg1*, *Ym1*, *Retnla* and *Pdcd1lg2* mRNA expressions were significantly elevated in *Kdm6a*^*F/Y*^;*Lyz2-Cre* BMDMs compared with control *Kdm6a*^*F/Y*^ BMDMs (Fig. 5C). These results indicate that loss of *Kdm6a* is sufficient to suppress LPS-induced M1 polarisation and promote Il4-induced M2 polarisation.

**Fig. 5:**
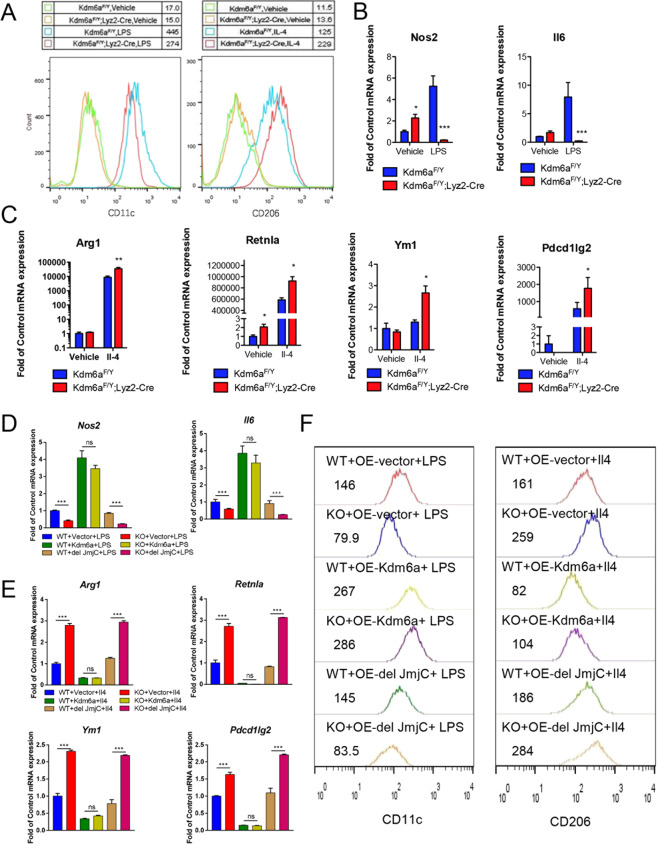
Kdm6a enhances the polarisation of macrophages via demethylase activity. **A** Representative flow cytometry histograms from the analysis of CD11_c_^+^ LPS-stimulated BMDMs and CD206^+^ Il4-stimulated BMDMs. **B** Realtime PCR assays to detect the abundance of the indicated mRNAs in LPS-stimulated BMDMs. **C** Realtime PCR assays to detect the abundance of the indicated mRNAs in the Il4-stimulated BMDMs. **D** Realtime PCR assays to detect the abundance of the indicated mRNAs in the LPS-stimulated upon ectopic expression of the full-length Kdm6a(Kdm6a) and Kdm6a truncation lacking the JmjC domain (del JmjC) in wild-type (WT) or Kdm6a-deficient (KO) BMDMs. **E** Realtime PCR assays to detect the abundance of the indicated mRNAs in the Il4-stimulated upon ectopic expression of the full-length Kdm6a (Kdm6a) and Kdm6a truncation lacking the JmjC domain (del JmjC) in wild-type (WT) or Kdm6a-deficient (KO) BMDMs. **F** Representative flow cytometry histograms from the analysis of CD11_c_^+^ LPS-stimulated BMDMs and CD206^+^ Il4-stimulated BMDMs. The median numbers of histogram were indicated.

To examine whether the demethylase activity of Kdm6a is involved in modulating the polarisation of macrophages, we constructed a full-length Kdm6a-expressing plasmid, and a Kdm6a truncation lacking the JmjC domain (Kdm6a del JmjC). The overexpression of the full-length Kdm6a significantly reduced the H3K27me3 levels, while the overexpression of the truncated Kdm6a did not change the H3K27me3 levels (Supplementary Fig. 1F). The re-expression of full-length Kdm6a significantly increased the expression of M1 markers, *Nos2* and *Il6* mRNA, in both types of BMDMs (Fig. 5D). Meanwhile, the re-expression of full-length Kdm6a inhibited the expression of M2 molecular markers, such as *Arg1*, *Ym1*, *Retnla* and *Pdcd1lg2* (Fig. 5E). However, the introduction of the JmjC-depleted Kdm6a could not increase the M1 markers or decreased the M2 markers as the full-length Kdm6a did (Fig. 5D, E). The data of flow cytometry also showed that the re-expression of full-length Kdm6a increased the number of CD11_c_-positive macrophages and decreased the CD206-positive macrophages, while the JmjC-depleted Kdm6a failed to change M1 or M2 markers as the full-length Kdm6a did (Fig. 5F). These data suggest that Kdm6a regulates the polarisation of macrophages through the presence of its functional JmjC domain.

### Kdm6a epigenetically reduces H3K27me3 modification at Ire1α loci to regulate macrophage polarisation

To explore the way Kdm6a affects macrophage, we transfected the empty expressing vector, the full-length Kdm6a and the JmjC-depleted Kdm6a construct into BMDMs, then performed ChIP-Seq experiment with H3K27me3 antibodies. The enrichment of KEGG pathway indicates ‘protein processing in endoplasmic reticulum’ gained the high score in OE-Kdm6a BMDMs compared to the Vector group (Fig. 6A). From the genomic browse of normalised ChIP-Seq signals at the *Ire1α* locus, the peaks of H3K27me3 modifications in the OE-Kdm6a group are obviously lower than those of the Vector group, while there was no obvious difference between the OE-del JmjC group and the OE-Vector group (Fig. 6B). We did not find obvious H3K27me3 peaks at the loci of M2 markers, such as *Arg1*, *Retnla*, *Ym1 and Pdcd1lg2* (Supplementary Fig. 2A). The level of Ire1α decreased in Kdm6a-deficient BMDMs compared to the wild-type cells (Fig. 6C). In the GTEx database, we have found that the expressions of *Kdm6a* and *Ire1α* mRNA are significantly correlated in multiple tissues. The *R*-value of correlation in human whole blood is as high as 0.64 (Fig. 6D). To detect whether the Ire1α is the direct target gene silenced by H3K27me3 modification, we changed the expression of Kdm6a in BMDMs (Fig. 6E) and examined the H3K27me3 levels at the *Ire1α* loci with ChIP-qPCR analysis. The ectopic expression of Kdm6a in BMDMs decreased the H3K27me3 levels at promoter region of Ire1α loci (Fig. 6F), while knocking down Kdm6a with siRNAs significantly increased the H3K27me3 levels (Fig. 6G). To identify if the Kdm6a regulates the polarisation via Ire1α, the BMDMs were knocked down with specific siRNAs to Kdm6a and overexpressed with full-length Ire1α. The abundance of M1 and M2 marker mRNAs were detected in the LPS- or Il4-stimulated BMDMs, respectively. OE-Ire1α significantly reversed the si-Kdm6a decreased *Il6* mRNA and blocked the si-Kdm6a increased *Arg1* and *Ym1* mRNAs (Fig. 6H). In the flow cytometry analysis, the overexpression of Ire1α increased the count number of CD11_c_^+^ LPS-stimulated BMDMs and decreased the number of CD206^+^ Il4-stimulated BMDMs (Fig. 6I). These data suggest that Kdm6a regulates M2 polarisation through directly reduced H3K27me3 levels at the *Ire1α* loci and increased Ire1α expression.

**Fig. 6:**
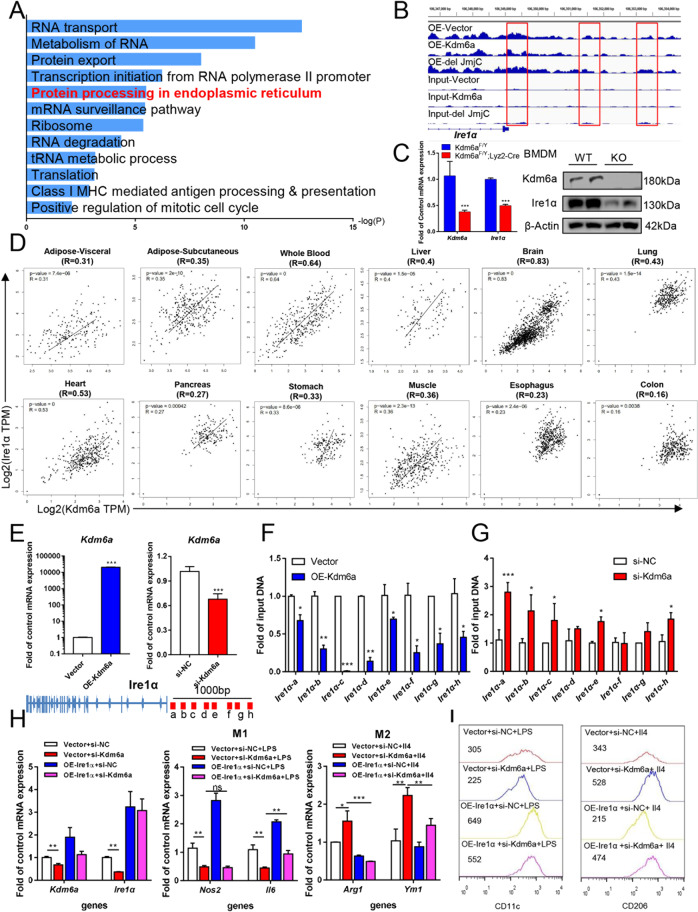
Kdm6a regulates M1–M2 polarisation through Ire1α expression. **A** The enrichment of KEGG pathway between OE-Kdm6a and OE-Vector BMDMs in the ChIP-Seq assay. **B** Genome browser view of normalised ChIP-Seq signals of H3K27me3 at the *Ire1α* locus in vector, OE-Kdm6a and OE-del JmjC BMDMs. **C** Realtime PCR assays and immunoblotting assays indicated Ire1α expression in Kdm6a-deficient BMDMs compared to the counterparts. **D** The expressions of *Kdm6a* and *Ire1α* mRNA are positively correlated in multiple human organs from the GTEx database. **E** Realtime PCR assays to detect the abundance of the indicated mRNAs in the Il4-stimulated BMDMs after overexpression of Kdm6a or knocking down with specific siRNA against Kdm6a. **F** ChIP-qPCR analysis of H3K27me3 modifications at the *Ire1α* loci upon ectopic expression of Kdm6a in BMDMs. **G** ChIP-qPCR analysis of H3K27me3 modifications at the *Ire1α* loci upon si-Kdm6a or si-NC treatment in BMDMs. **H** Realtime PCR assays to detect the abundance of indicated mRNAs in BMDMs. The cells were transfected with control group (vector + si-NC), Ire1α (OE-Ire1α + si-NC), siRNAs against Kdm6a (vector + si-Kdm6a) or Ire1α overexpression plus si-Kdm6a (OE-Ire1α + si-Kdm6a). ***p < 0.001; **p < 0.005; *p < 0.05. N.S., not significant. **I** Representative flow cytometry histograms to analyse the median number of LPS-stimulated CD11c^+^ BMDMs and Il4-stimulated CD206^+^ BMDMs.

### Kdm6a deficiency induces the Il10 signalling in macrophage and regulates adipocyte differentiation

To further identify the most changed signalling pathway by Kdm6a knockout, we performed RNA-Seq in wild-type and Kdm6a-knockout macrophages. 

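Libraries of bone marrow-derived macrophages (BMDMs) were compared between 2 wild-type samples (Kdm6aF/Y, replicates 1 and 3) and 3 Kdm6a-deficient samples (Kdm6aF/Y;Lyz2-Cre, replicates 1, 2 and 3). Kdm6a (GeneID 22289), the targeted gene, encodes a demethylase of histone H3. Its level was 3.72 and 2.91 FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of the sample) in the wild-type samples and 2.81, 1.77 and 2.44 FPKM in the Kdm6a-deficient samples. All 3 Kdm6a-deficient samples were below both wild-type samples, with a log2 fold change of −0.38 (standard error 0.15), which did not pass the threshold (adjusted p = 0.268 from limma) and was −0.24 without wild-type sample 1 and −0.25 without Kdm6a-deficient sample 2. A value per gene does not separate the floxed part of the transcript from the rest, and the paper reports the protein in BMDMs in Supplementary Fig. 1B. Lyz2 (GeneID 17105), a lysozyme gene of myeloid cells into which the Cre recombinase was inserted, fell from 18961 ± 563 FPKM (SD, n = 2) to 8835 ± 498 FPKM (SD, n = 3). Its log2 fold change was −1.10 (standard error 0.14, adjusted p = 0.00722 from limma). That call was lost without wild-type sample 1 (log2 fold change −1.13, adjusted p = 0.0787), without wild-type sample 3 (−1.07, adjusted p = 0.154) and without Kdm6a-deficient sample 3 (−1.13, adjusted p = 0.0759). It was also lost with no filter on low values (adjusted p = 0.146), and quantile normalization gave a log2 fold change of −0.71. Adgre1, the gene of the macrophage antigen F4/80, was at 741 ± 6.35 FPKM (SD, n = 2) in wild-type and 784 ± 48.4 FPKM (SD, n = 3) in Kdm6a-deficient samples (log2 fold change 0.08, adjusted p = 0.728 from limma; 0.036 without Kdm6a-deficient sample 3 and 0.13 without sample 2). Itgam, which encodes CD11b, had a log2 fold change of −0.02 (adjusted p = 0.957 from limma), which turned to 0.052 without Kdm6a-deficient sample 2.

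The sample labels state treatment with lipopolysaccharide (LPS), a bacterial stimulus, which the paper's RNA-Seq text does not name. For M1 polarisation of BMDMs in general, the paper gives 100 ng/ml LPS for 24 h, on marrow of 10-week-old male mice cultured with 10 ng/ml macrophage colony-stimulating factor for 6 days and without it for 3 days. The paper names a VAHTS total RNA kit, TopHat and Cufflinks for FPKM, DESeq for the comparison and Reactome for pathways. The labels name a TruSeq kit instead, and the submitters' processing notes name Bowtie 0.12.2 and the mouse builds mm8 and mm9 without saying what each was used for, so no coordinates are given. The paper describes each RNA sample as pooled, and no source used here says that the samples came from separate mice. The p-values therefore measure only the spread between these samples, which may be technical.

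The values analysed are the FPKM of 21878 genes, of which 5665 are listed at 0 in all 5 samples. Genes at 1 FPKM or more numbered 10769 and 10693 in wild-type samples 1 and 3, and 10702, 10641 and 10684 in Kdm6a-deficient samples 1, 2 and 3. The 10 most abundant genes held 20.9% and 20.7% of the summed FPKM in the wild-type samples, and 19.6%, 20.6% and 19.3% in the Kdm6a-deficient samples. Counts per sample are not used here, so the total depth of each sample is unknown. What 1 read is worth in the group means of the authors' deposited table gives relative depths (size factors) of 0.963 and 1.09 for wild-type samples 1 and 3, and of 0.946, 1.00 and 0.957 for Kdm6a-deficient samples 1, 2 and 3. In the authors' deposited table the mean normalized counts of all genes sum to 19003700 for wild-type and 18933900 for Kdm6a-deficient BMDMs. Along the first principal component (50.2% of the variance) the genotypes separated. Along the second (32.5%), Kdm6a-deficient sample 2 lay apart, at −14.5 against 9.22 and 4.31 for the other Kdm6a-deficient samples. The wild-type samples 1 and 3 were also split along it, at 7.68 and −6.67. Kdm6a-deficient samples 1 and 3 were the closest pair, yet across 2089 genes their differences were 1.92 times the noise of counting, more than a single library given under both names would show. They were kept as separate samples, as the labels have them, and this does not show that their RNA came from separate cultures.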

The enrichment of KEGG pathway indicated that the Interleukin-10 signalling gained the highest score in Kdm6a-deficient BMDMs compared to the wild-type cells (Fig. 7A). 

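Several cytokine and chemokine genes listed under Il10 signalling were higher in LPS-treated Kdm6a-deficient BMDMs, Il10 among them. Their rise does not by itself measure the activity of Il10 signalling. In the authors' deposited table, the Il10 receptor genes Il10ra and Il10rb had fold changes of 1.00 and 1.03. The signalling genes Jak1, Tyk2 and Stat3 had 0.949, 1.02 and 0.992 there. All of these are named after their values were seen. Of the 36 tested members of an Il10 signalling list, written from general knowledge of the Reactome pathway, 10 rose, 1 fell and 25 did not pass the test (13 higher and 3 lower when adjusted over the list alone). Il10 itself (GeneID 16153), an anti-inflammatory cytokine, was at 2.41 and 1.33 FPKM in the wild-type samples and 4.29, 3.83 and 4.04 FPKM in the Kdm6a-deficient samples. This is a log2 fold change of 0.84 (standard error 0.16, adjusted p = 0.0346 from limma on log2(FPKM + 1)). With a pseudocount of 0.1 FPKM the log2 fold change of Il10 was 1.13 (adjusted p = 0.0449 from limma). The authors' deposited table, which drew on 1 more wild-type sample, gives Il10 a fold change of 2.21 (adjusted p = 1.85e-05 from DESeq). Il1a, a pro-inflammatory cytokine of the interleukin-1 family, rose from 3.61 ± 0.0762 FPKM (SD, n = 2) to 10.6 ± 0.72 FPKM (SD, n = 3), with a log2 fold change of 1.33 (standard error 0.09, adjusted p = 0.000746 from limma). The chemokine Ccl3, which attracts monocytes and T cells, rose from 73.6 ± 1.49 FPKM (SD, n = 2) to 161 ± 4.87 FPKM (SD, n = 3), a log2 fold change of 1.12 (adjusted p = 0.000596 from limma). Ccl4, its close relative, rose by 1.06 (adjusted p = 0.0028) and Cxcl2, a chemokine for neutrophils, by 0.98 (adjusted p = 0.00208) on the log2 scale in limma. Ccl20, a chemokine for cells with the receptor Ccr6 that is named after its values were seen, went the other way, from 3.03 ± 0.923 FPKM (SD, n = 2) to 0.627 ± 0.174 FPKM (SD, n = 3), a log2 fold change of −1.29 (adjusted p = 0.00715 from limma; −2.10 with a pseudocount of 0.1 FPKM).

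The other members that rose were Il1b, Il1rn, Tnf, Ccl2 and Icam1, which are named after their values were seen. Il1b, another interleukin-1 cytokine, had a log2 fold change of 0.85 (adjusted p = 0.00353 from limma), and Il1rn, the antagonist of the same receptor, one of 0.62 (adjusted p = 0.00371 from limma). Il1rn, Tnf, Ccl2 and Icam1 lost their calls without wild-type sample 3 (adjusted p = 0.0661, 0.105, 0.144 and 0.169 from limma). Tnf, Ccl2 and Icam1 lost them also without wild-type sample 1 (adjusted p = 0.0864, 0.0574 and 0.165) or Kdm6a-deficient sample 3 (0.0906, 0.0929 and 0.0952), and Icam1 without Kdm6a-deficient sample 1 (0.0836). Of the 10 higher members, 4 also stand in a list of chemokines and 2 in a list of M1 markers. Fig. 7A prints further names in its heatmap. Il12b was at 0.146 and 0.177 FPKM in the wild-type samples and at 0.757, 0.65 and 0.587 FPKM in the Kdm6a-deficient samples, below the level tested here. Il12a, Ccl19 and Csf3 were also below it, and each was higher in all 3 Kdm6a-deficient samples than in both wild-type samples. The printed name Cxc12 is no mouse symbol. Cxcl2 is given above, and Cxcl12, a chemokine that retains cells in bone marrow, had a log2 fold change of 0.54 (standard error 0.07, adjusted p = 0.00804 from limma). Markers of other cell types moved as well. Of 11 tested stromal cell markers 5 were lower, of 5 tested endothelial markers 2 were lower, and none of either was higher in limma. Of 5 tested osteoclast markers 2, Ctsk and Dcstamp, were lower in limma (1 higher and 2 lower when adjusted over the list alone). Of 2 tested markers of T or NK cells 1, Cd4, was higher in limma (1 higher and 1 lower when adjusted over the list alone). Of monocyte and neutrophil markers, 2 of 7 tested for monocytes, Ly6c2 and Plac8, and 1 of 12 tested for neutrophils, Ctsg, were higher and none was lower in limma. The calls of Ly6c2, Plac8 and Ctsg were lost without wild-type sample 1 or 3 or Kdm6a-deficient sample 3, and those of Plac8 and Ctsg also without Kdm6a-deficient sample 1 or 2 (adjusted p = 0.0528 to 0.273 from limma). The call of Ctsk was lost without wild-type sample 3 (adjusted p = 0.0673), and that of Dcstamp without any sample but Kdm6a-deficient sample 2 (adjusted p = 0.096 to 0.17).

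**Figure D1:**
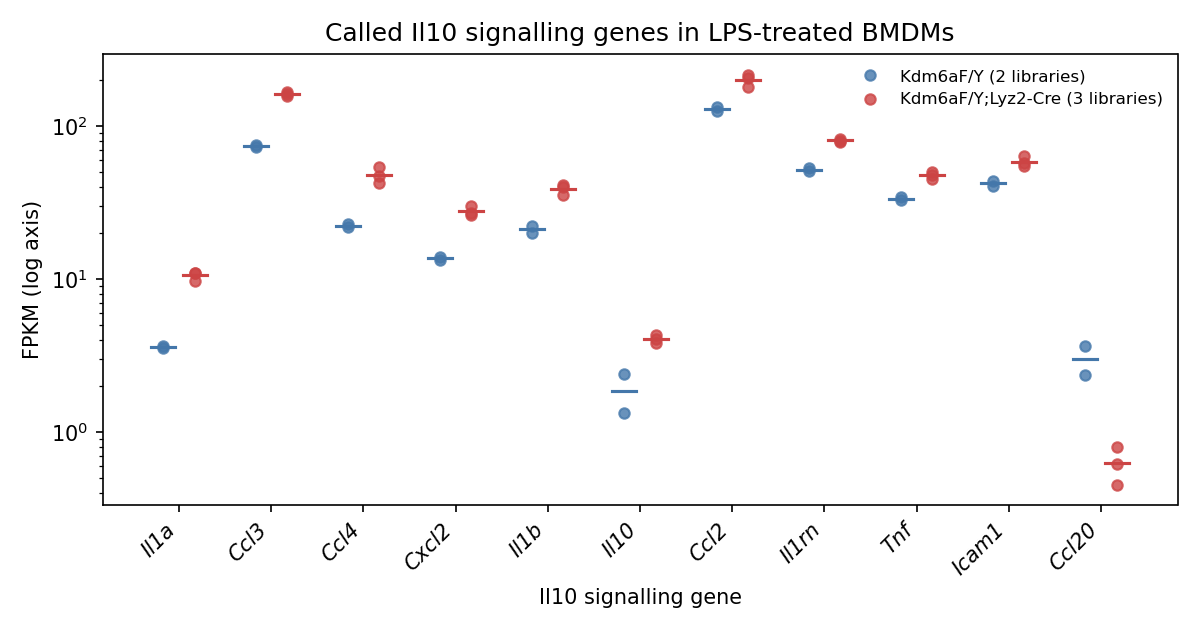
FPKM (log axis) of the 11 tested Il10 signalling genes that differ between the genotypes at an adjusted p under 0.05 from limma, in 2 wild-type samples and 3 Kdm6a-deficient samples treated with LPS. Each point is 1 sample and each line a group mean; Ccl20 is the gene that is lower in the Kdm6a-deficient samples, at 0.627 against 3.03 FPKM.

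The list held 4 of the 43 genes that changed more than 2-fold in either direction, where 0.142 was expected (one-sided Fisher's exact test over the 10893 tested genes, p = 1.13e-05). Those genes are Il1a and the chemokines Ccl3, Ccl4 and Ccl20, of which Ccl20 fell. Against all other tested genes, the list was higher by limma's camera (adjusted p = 0.000839 with the preset correlation; adjusted p = 0.133 with an estimated correlation), with a median log2 fold change of 0.05 over the 36 members. The call of Il10 was lost without wild-type sample 3 (log2 fold change 0.57, adjusted p = 0.128 from limma), without Kdm6a-deficient sample 1, 2 or 3 (0.81, 0.87 and 0.84, adjusted p = 0.0968, 0.0568 and 0.138) and with no filter on low values (adjusted p = 0.0948). The number of higher members was 5 without wild-type sample 3 and 6 without Kdm6a-deficient sample 3, and the call of Cxcl12 was lost without wild-type sample 1 or 3 or Kdm6a-deficient sample 3 (log2 fold changes 0.52, 0.56 and 0.51). After the rank of this pathway in Fig. 7A, the paper turns to Il10 itself. It states that Il10 mRNA is raised in Kdm6a-deficient BMDMs and lowered by overexpressed Kdm6a (Fig. 7B).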

The *Il10* mRNA in Kdm6a-deficient BMDMs significantly increased compared to the wild-type group, but decreased after Kdm6a were overexpressed in BMDMs (Fig. 7B). The serum Il10 levels of Kdm6a-deficient mice are significantly higher than those of wild-type mice, especially exposed to cold stress (Fig. 7C). We also collected the conditional medium from Kdm6a-deficient and wild-type BMDMs (Fig. 7D).

**Fig. 7:**
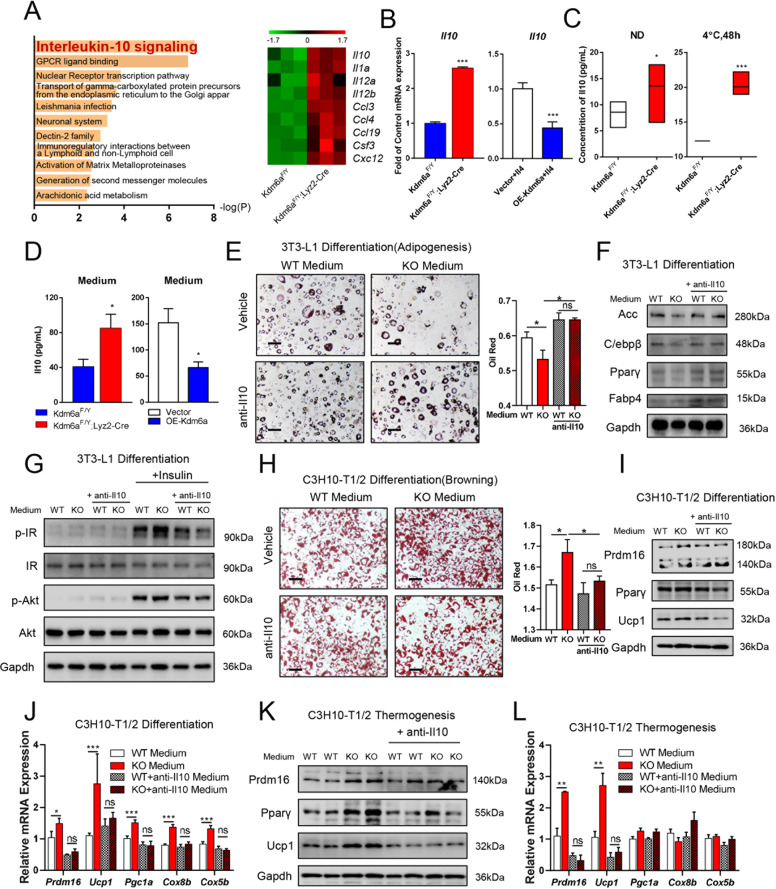
Kdm6a deficiency regulates differentiation of adipocyte through Il10. **A** The enrichment of KEGG pathway indicates the Il10 signalling gained highest score in Kdm6a-deficient BMDMs compared to the wild-type cells. **B** Realtime PCR assays to detect the abundance of *Il10* mRNA upon ectopic expression of Kdm6a or Kdm6a-deficient BMDMs. **C** Concentrations of Il10 in the serum of wild-type and Kdm6a-deficient mice fed with ND or after exposed to 4 °C for 48 h. **D** Concentrations of Il10 in culture medium of Kdm6a-deficient BMDMs or upon ectopic expression of Kdm6a. **E** The representative oil red staining images of 3T3-L1 differentiation, bar = 200 μm. **F** Immunoblotting assays to ACC, C/ebpβ, Pparγ and Fabp4 in wild-type or Kdm6a-deficient BMDMs medium-treated 3T3-L1 cells in the presence or absence of Il10 neutralising antibody. **G** Immunoblotting assays to phosphorylated insulin receptor and phosphorylated Akt levels in differentiated 3T3-L1 cells, which were incubated with indicated BMDMs medium. **H** The representative oil red images and quantitative data of differentiation in C3H10-T1/2 cells after received the indicated conditional medium from BMDMs, bar = 200 μm. **I** Immunoblotting assays to examine the Ucp1 and Prdm16 proteins in the C3H10-T1/2 cells. During the differentiation, cells were incubated with indicated BMDMs medium. **J** Relative mRNA abundance of differentiation markers was detected with Realtime PCR assay. During the differentiation, C3H10-T1/2 cells were incubated with indicated BMDMs medium. **K** Immunoblotting assays to indicate the thermogenesis markers in the differentiated C3H10-T1/2 cells, after the already differentiated cells treated with indicated BMDMs medium. **L** Relative mRNA abundance of the thermogenesis markers in the differentiated C3H10-T1/2 cells was detected with Realtime PCR, after the already differentiated cells were treated with conditional medium from wild-type or Kdm6a-deficient BMDMs.

In order to examine the function of Il10 during the differentiation of white and brown adipocytes, we chose the concentration of 0, 25 and 50 pg/ml Il10 to incubate 3T3-L1 cells during the differentiation into white adipocytes (Supplementary Fig. 2B). Il10 dose-dependently decreased the differentiation of white adipocytes (Supplementary Fig. 3A), reduced the mRNA expression of *Fabp4* and *C/ebpβ* (Supplementary Fig. 3B) and inhibited the expression of ACC protein (Supplementary Fig. 3C). On the other hand, Il10 effectively promoted the differentiation of C3H10-T1/2 into brown adipocytes (Supplementary Figs. 2D and  3D), increased the mRNA levels of *Prdm16*, *Ucp1*, *Pgc1a*, *Cox8b* and *Cox5b* (Supplementary Fig. 3E), and upregulated the expression of Ucp1 and Prdm16 (Supplementary Fig. 3F). These data suggest that Il10 inhibits the differentiation of white adipocyte, while it promotes the differentiation of brown adipocyte.

To examine whether the presence of Kdm6a in BMDMs regulated the differentiation of white and brown adipocytes through Il10 production, we supplemented the neutralising antibody against mouse Il10 into the culture medium of BMDMs. As indicated in Fig. 7E and Supplementary Fig. 4A, the conditional medium from OE-Kdm6a BMDM increased the differentiation of the 3T3-L1 cells into white adipocytes and the conditional medium from Kdm6a-deficient BMDMs inhibited the differentiation, while the Il10 neutralising antibody blocked the change. The less-Kdm6a-expressed BMDM medium decreased the levels of ACC, C/ebpβ, Pparγ and Fabp4 during the differentiation of 3T3-L1 cells, which could be reversed by the Il10 neutralising antibody (Fig. 7F and Supplementary Fig. 4B). We also examined the role of Il10 in the conditional medium on the insulin sensitivity of already differentiated white adipocytes (Supplementary Fig. 2C). The less-Kdm6a-expressed BMDM medium promoted the insulin sensitivity of adipocytes, but the supplement of neutralising antibody of Il10 blocked the effect (Fig. 7G and Supplementary Fig. 4C). The less-Kdm6a-expressed BMDM medium significantly enhanced the differentiation of C3H10-T1/2 cells into brown adipocytes, while the differentiation was reversed by Il10 neutralising antibody (Fig. 7H and Supplementary Fig. 4D). Meanwhile, the less-Kdm6a-expressed BMDMs medium promoted the expression of Ucp1 and Prdm16 of C3H10-T1/2 cells, but the supplement of neutralising antibody of Il10 blocked the effect (Fig. 7I, J and Supplementary Fig. 4E, F). Moreover, the levels of Ucp1, Prdm16 and Pparγ in the already differentiated C3H10-T1/2 cells were also increased by the less-Kdm6a-expressed BMDM medium, while the Il10 neutralising antibody blocked the effect of Kdm6a-deficient BMDM medium (Supplementary Fig. 2E and Fig. 7K, L).

Taken together, these data suggest that the deficiency of Kdm6a in BMDMs regulates the differentiation of white adipocyte and enhances the differentiation and thermogenesis of brown adipocyte through increasing the production of Il10.

### Kdm6a deficiency in BMDM regulates differentiation of adipocyte depending on Ire1α

Next, we knocked down the expression of Kdm6a plus overexpressing Ire1α in BMDMs and collected the culture medium of BMDMs to incubate 3T3-L1 or C3H10-T1/2 preadipocytes. As the shown data of ELISA assay, the si-Kdm6a plus overexpressing Ire1α BMDMs decreased the level of Il10 production compared to single si-Kdm6a group of BMDMs (Fig. 8A). The conditional medium from Ire1α-overexpressed BMDMs (OE-Ire1α BMDMs medium) significantly promoted 3T3-L1 to differentiate into white adipocyte. The medium from si-Kdm6a plus overexpressing Ire1α BMDMs promoted the differentiation of 3T3-L1 cells when compared to the effect of single si-Kdm6a group of BMDMs (Fig. 8B). The medium from si-Kdm6a plus overexpressing Ire1α BMDMs also restored the decreased levels of ACC, C/ebpβ, Pparγ and Fabp4 by single si-Kdm6a BMDMs medium during the differentiation of 3T3-L1 preadipocytes (Fig. 8C). Moreover, the medium from si-Kdm6a plus overexpressing Ire1α BMDMs reduced the insulin sensitivity of already differentiated adipocytes when compared to the effect of single si-Kdm6a BMDMs medium (Fig. 8D). On the other hand, the medium from si-Kdm6a plus OE-Ire1α-treated BMDMs more efficiently inhibited the differentiation of C3H10-T1/2 cells into brown adipocyte than the single si-Kdm6a group (Fig. 8E). Compared to the si-Kdm6a group, the medium from si-Kdm6a plus OE-Ire1α treated BMDMs significantly decreased the expression of Ucp1 and Prdm16 during the differentiation of C3H10-T1/2 cells (Fig. 8F, G). When the differentiated C3H10-T1/2 cells were incubated with si-Kdm6a plus OE-Ire1α BMDMs medium, the levels of Ucp1, Prdm16 and Pparγ were also lower than the single si-Kdm6a group (Fig. 8H, I). These data indicate that Kdm6a deficiency regulates the phenotype of macrophages by decreasing the expression of Ire1α, leading to changes in the production of Il10, thus affecting white and brown adipocytes.

**Fig. 8:**
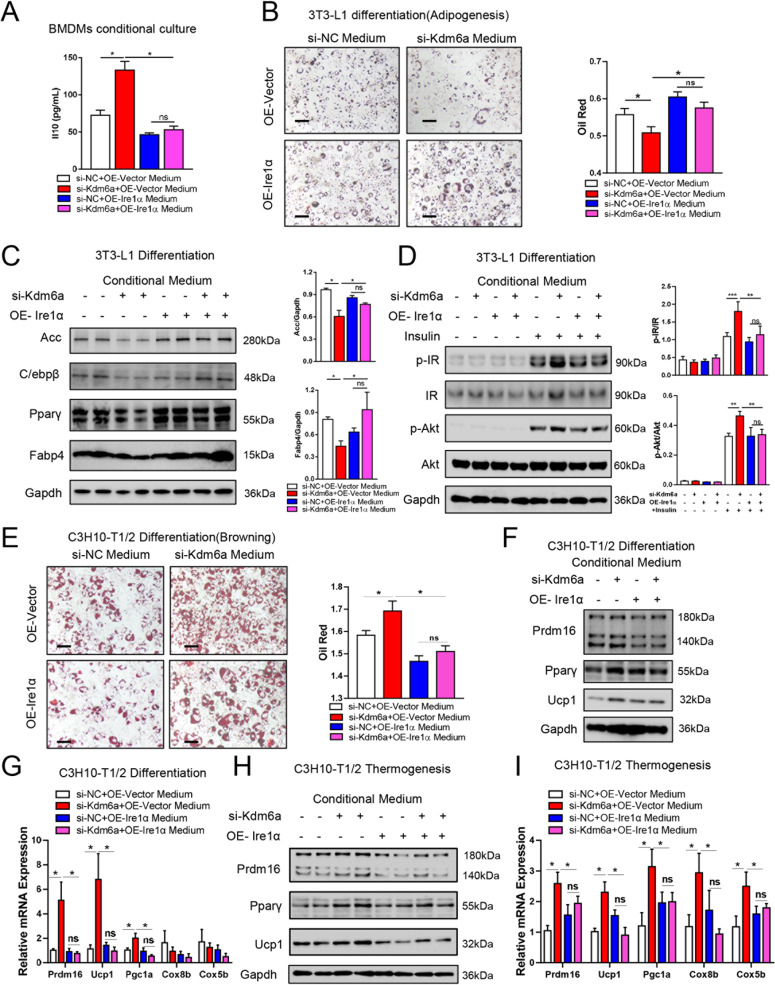
Kdm6a-deficient BMDM regulates differentiation of adipocyte via Ire1α. **A** Concentrations of Il10 in culture medium from indicated BMDMs. **B** The representative images of oil red staining of 3T3-L1 adipocytes and the quantitative data. During the differentiation, cells were treated with conditional medium from indicated BMDMs, bar = 200 μm. **C** Immunoblotting assays to detect ACC, C/ebpβ, Pparγ and Fabp4 proteins in 3T3-L1 cells after received the treatment of indicated BMDMs conditional medium. **D** Immunoblotting assays to examine the p-Insulin Receptor and p-Akt levels in 3T3-L1 cells in response to insulin incubation, after cells received the indicated BMDMs conditional medium. **E** The representative images of oil red staining of C3H10-T1/2 adipocytes and the quantitative data. During the differentiation, cells were treated with conditional medium from indicated BMDMs, bar = 200 μm. **F** Immunoblotting assays to examine the Ucp1 and Prdm16 proteins in the C3H10-T1/2 cells. During the differentiation, cells were incubated with conditional medium from indicated BMDMs. **G** Relative mRNA abundance of shown mRNAs in the C3H10-T1/2 cells. During the differentiation, cells were incubated with conditional medium from indicated BMDMs. **H** Immunoblotting assays to indicate the thermogenesis markers in the already differentiated C3H10-T1/2 cells, after the differentiated cells were treated with indicated BMDMs medium. **I** Relative mRNA abundance of thermogenesis markers in the differentiated C3H10-T1/2 cells was detected with Realtime PCR, after the differentiated cells were treated with indicated BMDMs medium.

## Discussion

Kdm6a is a key histone demethylase that reactivates the expression of target genes by decreasing the H3K27me3 modification. Histone methylation has been rarely linked to metabolic pathways or obesity. Our findings connected epigenetic regulation with metabolism, presenting new insight to define the function of Kdm6a in modulating energy storage and expenditure.

We observed that the expression levels of Kdm6a and Ire1α changed in the same direction. When we overexpressed or knocked out Kdm6a in BMDMs, the expression of Ire1α increased or decreased, and vice versa. These data indicate that there may be a feed-forward mechanism of the regulation between Ire1α and Kdm6a. It has been reported that the presence of Ire1α in BMDMs changes the phenotype of macrophages and affects the obese status of mice [23, 27].Therefore, the feed-forward mechanism between Ire1α and Kdm6a will possibly strengthen their expression and function to regulate the phenotype of macrophages.

Ire1α has been reported to regulate M2 polarisation, previously [23, 27]. In the present study, we found that Kdm6a directly decreased the H3K27me3 level at the promoter region of *Ire1α* loci, and thereby resulted in upregulating the expression of *Ire1α* mRNA. Our results indicate that Kdm6a-deficiency decreased the Ire1α expression and upregulated M2 macrophage marker Arg1 and Ym1 expression. Our in vitro and in vivo experiments showed that the loss of Kdm6a function in macrophages reverses the M1–M2 imbalance and promotes the secretion of Il10. It has been reported that Il10 plays a potent role in adipocyte differentiation and insulin resistance [26]. Consistently, the differentiation of white adipose was increased and thermogenesis of brown adipose was decreased by the supernatant of Kdm6a-overexpressed macrophage. Among the enriched pathways of significantly different peaks between the Kdm6a and Vector groups, we also find RNA transport and metabolism were included. We only detected the function of Ire1α during the Kdm6a-induced polarisation in this study. Further efforts should be performed to identify more target genes of Kdm6a in regulating the function of macrophages.

Our in vivo data also indicate that the weight gain rate of *Kdm6a*^*F/Y*^ mice is faster than that of *Kdm6a*^*F/Y*^;*Lyz2-Cre* mice with HFD. In order to study whether Kdm6a presence in macrophage is affecting the adipose differentiation, we carried out a cold stimulation experiment. After 48 h of cold exposure, the body temperature of the *Kdm6a*^*F/Y*^;*Lyz2-Cre* mice was significantly higher than that of the *Kdm6a*^*F/Y*^ mice, and their browning or beige adipose tissue were much higher than those of their counterparts. These findings are consistent with the hypothesis that the loss of Kdm6a function in macrophages promotes the M2 polarisation, leading to WAT browning and BAT activation. It has been reported that immune cells within the adipose tissue niche closely interact with adipocytes to regulate local and systemic metabolic homeostasis [20]. We also performed the in vitro study to identify the function of Kdm6a in macrophage to promote the white adipocyte to adipogenesis, while the culture medium of Kdm6a-overexpressed macrophage inhibited the expression of thermogenesis genes, such as Ucp1 and Prdm16. However, there could be other potential mechanisms beyond control of WAT/BAT function by Kdm6a in macrophages and further study should be performed. Kdm6b (also known as Jmjd3) has also been reported to regulate the M2 polarisation of macorphages [29]. As the catalytic domains of the two demethylases are similar, they both reduced the H3K27me3 modification. However, we did not examine the role of Kdm6b in the macrophage of obese patients or mouse models in this study. Further efforts should be performed to confirm the potential role of Kdm6b in the obesity.

In conclusion, Kdm6a in macrophages drives obesity and metabolic syndrome by impairing BAT activity and WAT differentiation. Our findings point to a new mechanism through which the epigenetic modulation of histone modification controls adaptations to thermogenic activation.

## Materials and methods

### Primary culture of mouse BMDM

The femurs and tibias of the hind limbs of 10-week-old male mice were isolated, and the bone marrow was removed with a sterile syringe. After the red blood cells were lysed with red blood cell lysis buffer, the sediment was resuspended and cultured in MEMα medium containing 10 ng/ml macrophage colony-stimulating factor (M-CSF, Peprotech, 300-25) for 6 days and then cultured in MEMα medium without M-CSF for 3 days to obtain the BMDMs. Notably, on the 4th day of culturing, MEMα containing M-CSF (10 ng/ml) was added for nutritional supplementation. Finally, to polarise the BMDMs to M1 or M2 phenotypes, the cells were cultured in a medium containing 100 ng/ml LPS (Multi Science, CS0006) or 20 ng/ml Il4 (Peprotech, 214-14) for 24 h.

### Chemical preparation

Insulin was purchased from Novo Nordisk (Novolin R), and Il10 was purchased from R&D Systems (217-IL-010). Neutralising antibody against Il10 were purchased from BioXcell (BE0049).

### Animals

The *Kdm6a*^*F/Y*^ (Jackson Laboratory stock number 024177) [30] and *Lyz2-Cre* (Jackson Laboratory stock number 004781) [31] mouse strains have been described previously. The mice were backcrossed with wild-type C57BL/6 J mice for at least 10 generations. The generation of *Kdm6a*^*F/Y*^;*Lyz2-Cre* mice was achieved by successive breeding. The primers used for genotyping the mice are listed in Supplementary Table 2.

Animal experiments were performed in accordance with the relevant ethical regulations of the Shanghai Ninth People’s Hospital. The study was approved by the Animal Experimental Ethics Committee of Shanghai Ninth People’s Hospital, affiliated with the Shanghai Jiao Tong University School of Medicine. Six-week-old male mice were housed in a temperature-controlled (22 °C) room with a 12-h light/dark cycle and given free access to food and water. Mice were fed either a HFD (60 kcal% fat content; Research Diets Formula D12331; Research Diets, Inc., New Brunswick, NJ) or a standard chow diet (ND; 11 kcal% fat content; Research Diets Formula D12329; Research Diets, Inc.) for 16 weeks. The body weight was recorded weekly throughout the study. The mice were sacrificed by cervical dislocation. Tissues were collected from each mouse, snap frozen in liquid nitrogen and stored at −80 °C.

For the cold exposure experiment, mice were single-caged and housed at 4 °C for 48 h in the auto artificial climate cabinet (GDN-260A-4, Ningbo le electrical instrument, China). Animals were exposed to a standard 12 h:12 h light:dark cycle and had free access to food pellets and water. Rectal temperatures were recorded at the end of cold exposure.

### Examination on indirect calorimetry and locomotor activity

Locomotor activity, oxygen consumption and carbon dioxide production were simultaneously measured in individually housed mice with a LabMaster system (TSE Systems). Mice were acclimatised for 2 days, and data were collected for 2 days and analysed. The light and feeding conditions were consistent with those in the home cages.

### OGTT and ITT

For the oral glucose tolerance test (OGTT), the mice were fasted for 15 h, and glucose (1 g/kg for lean mice and mice with DIO) was administered per os (P.O.). Blood glucose levels were measured from the tail before oral administration and 15, 30, 60, 90 and 120 min after administration.

For the insulin tolerance test (ITT), mice were fasted for 6 h, starting at 8 a.m. and lasting until 2 p.m. Recombinant human insulin (1 IU/kg for lean mice and mice with DIO) was administered by i.p. injection. Blood glucose levels were measured from the tail before insulin administration and 15, 30, 45 and 60 min after administration.

### Hormone and metabolite measurements in mouse serum

We utilised the corresponding ELISA or assay kits according to the manufacturers’ instructions to measure plasma leptin (R&D), Il10 (Multisciences), adiponectin (Millipore), cholesterol (Roche) and triglycerides (Roche). We used 5 μl of serum sample from lean mice and 5 μl of 5× diluted serum sample from mice with DIO for the leptin ELISA. We used 5 μl of serum from lean mice, mice with DIO for the insulin ELISA, 3 μl for the cholesterol assay and 3 μl for the triglyceride assay.

### H&E staining

At the end of the treatment period, we dissected the adipose and stored them in 10% buffered formalin phosphate. Paraffin-embedded sections were haematoxylin and eosin (H&E) stained as per the standard procedures.

### Separation of macrophages and stromal vascular fractions from adipose tissue

We added PBS to the subcutaneous and epididymal fat tissues of the mice, cut them into pieces and added 0.1% collagenase. After shaking for 45 min, digested tissues were filtered through a 70-µm nylon mesh and centrifuged at 500 × *g* for 5 min. Then, we lysed the red blood cells with lysis buffer and terminated the reaction with PBS.

### Flow cytometry analysis

After adding the desired combination of fluorochrome-conjugated antibodies (M1 flow dyes included PE-anti-F4/80, FITC-anti-CD11b and APC-anti-CD11c; M2 flow dyes included PE-anti-F4/80, FITC-anti-CD11b and APC-anti-CD206), the cells to be tested were incubated on ice for 15 min in the dark. Thereafter, the cells were subjected to flow cytometry analysis. Data were analysed with FlowJo Software. Antibody were listed in Supplementary Table 1.

### Nucleic acid transfection

Ribobio Company, China, synthesised small RNA fragment for mouse Kdm6a (UUAAAUAGCAUUUAAUAGCAU) and one negative control (a scrambled sequence). Ire1α, full-length Kdm6a and del JmjC main of Kdm6a were separately constructed into pCMV3 vectors. Cells were transfected with different Nucleic acid fragment or expression vectors using Lipofectamine 3000 (Life Technologies).

The siRNA transfection was conducted at a cell density of about 60%. First, the cells were starved with serum-free medium for 4 h. siRNA (transfection final concentration: 200 nM) and Lipo3000 were diluted to OPTI-MEM, respectively, and then the transfection was mixed and left for 5 min at room temperature. They were then mixed and placed for 8 min before being added to the cells, and changed to serum-containing medium after 4 h.

### Immunoblotting analysis

The cells were lysed in lysis solution, and the proteins were separated on SDS-PAGE gels and transferred to PVDF membranes. Next, 5% milk powder-containing buffer was used to reduce the nonspecific background. Bands were detected using various antibodies, as indicated. The membranes were incubated with primary antibodies at 4 °C overnight and secondary antibodies for 1 h at room temperature before exposure to an AI600 system in the dark for band detection. The catalogue numbers of the primary antibodies are listed in Supplementary Table 1.

### Immunohistochemistry

For immunohistochemistry (IHC), adipose tissue sections were rehydrated with xylene solution and different concentrations of anhydrous ethanol solution in turn, then boiled for 10 min at 95–100 °C in sodium citrate antigen retrieval solution (C1032, Solarbio) for antigen retrieval, and endogenous peroxidases were quenched with 3% hydrogen peroxide. The sections were incubated with anti-Ucp1 overnight at 4 °C, followed by incubation with an HRP-conjugated secondary antibody (GK500705, Gene Tech). The DAB staining kit was used according to the instructions from the manufacturer. After being counterstained with haematoxylin, sections were dehydrated with different concentrations of anhydrous ethanol solution and xylene solution in turn and then sealed with gum (BL704A, Life Science). Microscopy analysis was performed with a ZEISS AXIO BX61 microscope.

### Reverse-transcription polymerase chain reaction and quantitative PCR assays

Quantitative PCR was performed using an ABI Prism 7300 system (Applied Biosystems, Foster City, CA, USA) and SYBR Green (Takara, Dalian, China). For PCR, up to 1 μl of cDNA was used as a template. The thermal cycling conditions were 95 °C for 10 s followed by 40 cycles of 95 °C for 5 s and 60 °C for 30 s. A primer efficiency of >90% was confirmed with a standard curve spanning four orders of magnitude. Following the reactions, the raw data were exported using 7300 System Software 4 v1.3.0 (Applied Biosystems) and analysed. The primers used are listed in Supplementary Table 2.

### Adipocyte differentiation

For the white adipocyte differentiation, 3T3-L1 cells were treated for 8 days with differentiation medium including insulin, dexamethasone and 3-isobutyl-1-methylxanthine (IBMX) at concentrations of 1 μg/ml, 0.25 μM and 0.5 mM, respectively. The supernatant medium of macrophage was added to 3T3-L1 cells according to the experimental requirements.

For the brown adipocyte differentiation, the C3H10-T1/2 cells were first incubated with culture medium of macrophage for 2 days, followed by replacement with differentiation-inducing reagents including IBMX (0.5 mM), indomethacin (125 nM), dexamethasone (1 μM), triiodothyronine (1 nM), insulin (850 nM) and rosiglitazone (1 μM) for 2 days. Then, the medium was changed with differentiation maintenance medium containing T3 (1 nM), insulin (850 nM) and rosiglitazone (1 μM). The maintenance medium was changed every 2 days, mRNA and protein levels were detected after differentiation and maturation on the 8th day.

### Oil Red staining

After being fixed with 4% paraformaldehyde at room temperature for 30 min, the cells were stained with the newly prepared Oil Red working fluid for 1 h. Then, the cell plates were observed under the microscope and photographed. In addition, the cell plates were dissolved with isopropanol for 15 min, and the absorbance value of 520–630 nm was determined.

### Chromatin Immunoprecipitation (ChIP) and ChIP-seq assay

BMDMs were knocked down with specific siRNAs or overexpressed with full-length Kdm6a for 48 h. ChIP assays were performed using an EZ ChIP kit (Cell Signaling Technology, 9003). Briefly, BMDMs (1 × 10^7^ cells) were fixed with 1% formaldehyde and then neutralised by adding 0.125 M glycine. Cells were collected and lysed in cell lysis buffer containing SDS and a cocktail of protease inhibitors. The lysates were sonicated to obtain soluble chromatin with an average length of 500 bp. After a 1:10 dilution in dilution buffer, the chromatin solutions were precleared and incubated with anti-H3K27me3 antibodies. Next, the mixtures were incubated overnight at 4 °C on a rotating platform. The immunocomplexes were captured by protein A/G-Sepharose beads. After extensive washing, the bound DNA fragments were eluted, and the resulting DNA was subjected to real-time PCR analysis using the ChIP primer. ChIP-seq assay were performed in the Genewiz, China.

### RNA-Seq analysis

We performed RNA-seq analysis using the NovelBrain Cloud Analysis Platform, China. In brief, total RNA was extracted using TRIzol reagent (Invitrogen) according to the manufacturer’s protocol for the indicated cell samples. The cDNA libraries were then constructed for each pooled RNA sample using the VAHTSTM Total RNA-seq (H/M/R). Differential gene and transcript expression levels from the RNA sequences were examined using TopHat and Cufflinks. The gene expression level was determined by the FPKM method. We applied the DESeq algorithm to screen out the differentially expressed genes between two groups with fold change > 2. Furthermore, reactome pathway analysis was performed to elucidate the biological functions of the different pathways based on the Reactome pathway Database (http://www.reactome.org/).

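In Kdm6a-deficient BMDMs, the macrophage genes Cd5l and Spic were among those with the largest increases, and Igfbp3, Crabp2 and Dcn among those with the largest decreases. Cd5l, a secreted scavenger protein of macrophages, rose from 27.2 ± 0.144 FPKM (SD, n = 2) to 121 ± 6.34 FPKM (SD, n = 3), a log2 fold change of 2.11 (standard error 0.07, adjusted p = 5.66e-05 from limma). Spic, a transcription factor of iron-recycling macrophages in the spleen, rose from 11.1 ± 0.455 FPKM (SD, n = 2) to 33.6 ± 1.79 FPKM (SD, n = 3), a log2 fold change of 1.51 (standard error 0.08, adjusted p = 0.000444 from limma). Ear2, a ribonuclease of a multigene family whose members can share reads, had a log2 fold change of 2.18 (standard error 0.10, adjusted p = 0.00029 from limma). Fcna, a lectin that activates complement, rose by 1.80 (adjusted p = 0.000596 from limma), and Cd55, which restrains complement at the cell surface, by 1.65 (adjusted p = 0.0028 from limma). Mmp3, a matrix metalloproteinase, had a log2 fold change of 1.59 (standard error 0.15, adjusted p = 0.00264 from limma).

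Igfbp3, which binds insulin-like growth factors, fell from 14.4 ± 3.17 FPKM (SD, n = 2) to 2.52 ± 0.52 FPKM (SD, n = 3), a log2 fold change of −2.12 (standard error 0.17, adjusted p = 0.00135 from limma). Crabp2, a carrier of retinoic acid, had a log2 fold change of −1.84 (adjusted p = 0.000444 from limma), and Dcn, a proteoglycan that binds collagen, one of −1.34 (standard error 0.07, adjusted p = 0.000444 from limma). Timp3, an inhibitor of metalloproteinases, fell from 451 ± 4.59 FPKM (SD, n = 2) to 189 ± 18.8 FPKM (SD, n = 3), a log2 fold change of −1.26 (adjusted p = 0.00132 from limma). Dio3, which inactivates thyroid hormone, fell by 1.22 on the log2 scale, Ndrg1 by 1.29, Cdsn by 1.27 and the matrix protein Tnn by 1.06. Of 11 tested markers of stromal cells, 5 were lower and none was higher, and of 5 tested markers of endothelial cells 2 were lower and none was higher in limma. Of 5 tested osteoclast markers 2 were lower, and of 2 tested markers of T or NK cells, 7 of monocytes and 12 of neutrophils 1, 2 and 1 were higher. When adjusted over the list alone, 1 osteoclast marker was higher and 1 marker of T or NK cells was lower. Without wild-type sample 1 or 3, 1 stromal and 1 endothelial marker were lower, and without Kdm6a-deficient samples 1, 2 and 3 the stromal markers that were lower numbered 3, 6 and 2 and the endothelial ones 2, 4 and 2. Ribosomal protein transcripts, taken as a sign of RNA quality, were picked by the start of their symbol. This also takes in other genes, such as Rps19bp1. Of the 95 tested genes so picked, 0 passed in limma and 11 had an unadjusted p under 0.05. Their median log2 fold change was −0.11 (camera adjusted p = 0.000581, and adjusted p = 0.824 with an estimated correlation). Without Kdm6a-deficient sample 2, 12 of them were lower, with quantile normalization 6 and with a trend with transcript length removed 14.

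The value of Lyz1 is uncertain, as it shares most of its sequence with Lyz2, and its FPKM rose 4.72-fold, while the authors' deposited table gives a fold change of 1.503. Apoc4-apoc2, a read-through gene of a pair of neighbours, had a log2 fold change of −1.07, and has a mean normalized count of 0 for both genotypes in the authors' deposited table.

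**Figure D2:**
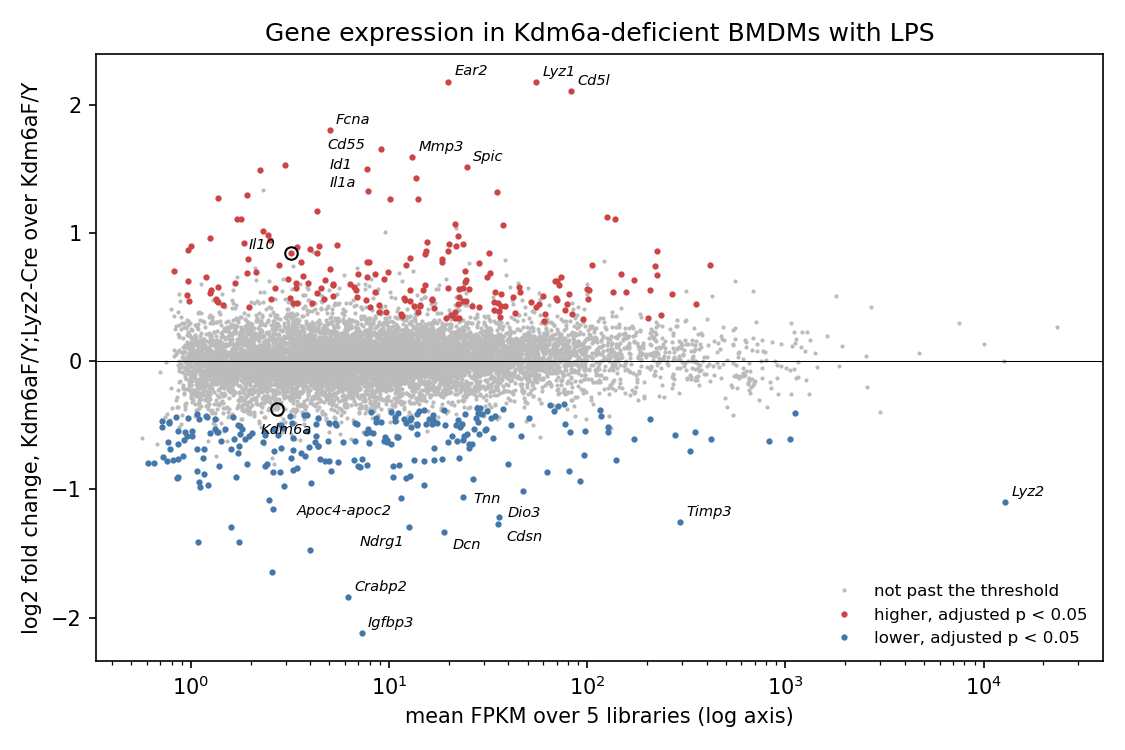
Log2 fold change of Kdm6a-deficient over wild-type BMDMs against mean FPKM over the 5 samples (log axis), 1 point per tested gene. Red points (188) are higher and blue points (238) lower at an adjusted p under 0.05 from limma, grey points did not pass, and Kdm6a and Il10 are circled.

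Of 10893 genes at 1 FPKM or more in at least 2 samples, 188 were higher and 238 lower in Kdm6a-deficient BMDMs at an adjusted p under 0.05 from limma, and 25 and 18 of them changed more than 2-fold. In all 426 the 3 Kdm6a-deficient samples lay on one side of both wild-type samples, as in 3911 of all tested genes, where chance gives 20%. With 2 samples against 3, an exact permutation test of a single gene cannot go below p = 0.1 (two-sided). In the authors' deposited table, whose comparison drew on 1 more wild-type sample than is analysed here, 1011 genes have an adjusted p under 0.05, 429 higher and 582 lower, and 39 of the 43 genes changed more than 2-fold here pass that and the fold limit there. The numbers of higher and lower genes were 184 and 81 without wild-type sample 1, 46 and 35 without wild-type sample 3, 116 and 117, 281 and 397, and 55 and 62 without Kdm6a-deficient sample 1, 2 and 3. Without wild-type sample 1, 56 genes were more than 2-fold higher. A pseudocount of 0.1 FPKM gave 46 genes more than 2-fold higher and 55 lower, and removal of the length trend 350 higher and 445 lower genes.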

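Chemokine genes were the group most over-represented among genes changed more than 2-fold in Kdm6a-deficient BMDMs. Among 31 fixed gene lists with at least 5 tested members, the list of chemokines ranked first, with 5 of its 24 tested members among those genes (adjusted p = 9.40e-07, one-sided Fisher's exact test), and the Il10 signalling list ranked second (adjusted p = 0.000175, the same exact test). Cxcl9, an interferon-induced chemokine for T cells, rose from 7.14 ± 0.129 FPKM (SD, n = 2) to 18.6 ± 1.42 FPKM (SD, n = 3), a log2 fold change of 1.26 (standard error 0.09, adjusted p = 0.00082 from limma). Cxcl3, a chemokine for neutrophils, had a log2 fold change of 1.07 (standard error 0.07, adjusted p = 0.000891 from limma).

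KEGG pathways, as the deposited table annotates each gene, were tested the same way after the data were seen. Of 289 pathways over 4410 tested genes, none is named for interleukin-10. Cytokine-cytokine receptor interaction ranked first among genes changed more than 2-fold, with 7 of its 124 genes (adjusted p = 0.000572, one-sided Fisher's exact test), followed by the chemokine signalling pathway with 6 of 134 (adjusted p = 0.00671, the same exact test). Among all higher genes, cytokine-cytokine receptor interaction held 20 (adjusted p = 7.47e-09, exact test). Among all lower genes, protein digestion and absorption, a pathway that lists many collagen genes, held 11 of its 34 genes (adjusted p = 5.68e-07, exact test) and interaction of extracellular matrix with its receptors 9 of 46 (adjusted p = 0.000972, exact test). These tests treat genes as independent, and the Reactome database itself was not used here.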

### Statistical analysis

Figures were produced using GraphPad Prism software. Animals were randomly assigned to each group. Based on extensive experience with the mouse models of obesity and diabetes (for example, assay sensitivity, the different animal strains used, mortality rate) and given the planned analytical framework, we estimated the number of mice per group that would be required to detect effects of interest at the *p* < 0.05 level of significance. The numbers of technical replicates or biological replicates (independent experiments for cell culture, or individual mouse for in vivo analyses) in each group are stated in the figure legends. All values are mean ± s.e.m. in bar graphs. For box plots, centre lines represent the median; limits represent the quartiles; whiskers represent the minimum and maximum values. An unpaired Student’s *t*-test with no assumption of equal variance was used for comparisons between two groups. For comparisons of more than two groups, ANOVA (by general linear model) was used. When the overall *F* test was significant (*p* < 0.05), post hoc comparisons using Tukey’s method of adjustment were used to assess the presence of any significant pairwise differences. Analyses were performed using GraphPad Prism 5 software (La Jolla, CA). A two-sided *p* value < 0.05 was considered statistically significant.

## Supplementary information

Supplementary Materials

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

Supplementary Figure 4

# Supplementary material for: Kdm6a suppresses the alternative activation of macrophages and impairs energy expenditure in obesity
**Source:** Cell Death Differ. 2020 Dec 10;28(5):1688–704. doi: 10.1038/s41418-020-00694-8
**Supplement:** Supplementary file 1 — Supplementary Materials

**Supplementary Materials**

**Supplementary Figure Legend**

**Supplementary Figure 1**

A. PCR analysis of the *Kdm6a* ablation in the enriched CD3+ T cells, B220+ B cells and CD11b+ pMΦ from indicated mice.

B. Immunoblotting assays to examine the Kdm6a proteins in the BMDMs and different tissues.

C. H&E staining and IHC images of BAT in the *Kdm6aF/Y* and *Kdm6aF/Y;Lyz2*-*Cre* mice, bar=100 μm.

D. Relative mRNA abundance of *Kdm6a* in the LPS or Il4-stimulated BMDMs.

E. Immunoblotting assays to indicate Kdm6a proteins in the LPS or Il4-stimulated BMDMs.

F. Immunoblotting assays to verify the transfection of vector, full-length Kdm6a and Kdm6a truncation lacking the JmjC domain.

**Supplementary Figure 2**

A. Genome browser view of normalized ChIP-Seq signals of H3K27me3 at the *Arg1, Ym1, Retnla and Pdcd1lg2* loci in vector, OE-Kdm6a and OE-del JmjC-transfected BMDMs.

B. The scheme for cellular differentiation of 3T3-L1 cells into white adipocyte with the treatment of different type of conditional medium from BMDMs, affiliated to Fig. 7E, 7F, 8B, 8C and Supplementary Fig. 3A, 3B, 3C, 4A and 4B.

C. The scheme for detection on the cellular sensitivity of already differentiated 3T3-L1 white adipocyte with the treatment of different type of conditional medium from BMDMs, affiliated to Fig. 7G, 8D and Supplementary Fig. 4C.

D. The scheme for cellular differentiation of C3H10-T1/2 cells into brown adipocyte with the treatment of different type of conditional medium from BMDMs, affiliated to Fig. 7H, 7I, 7J, 8E, 8F, 8G and Supplementary Fig. 3D, 3E, 3F, 4D, 4E and 4F.

E. The scheme for detection on the thermogenesis of already differentiated C3H10-T1/2 brown adipocyte with the treatment of different type of conditional medium from BMDMs, affiliated to Fig. 7K, 7L, 8H and 8I.

**Supplementary Figure 3**

A. Representative oil red staining images of white adipocytes differentiation, bar = 200 μm.

B. Relative mRNA abundance of shown mRNAs in the 3T3-L1 cells. During the differentiation, cells were incubated with Il10 in the culture medium.

C. Immunoblotting assays to detect Acc, C/ebpβ and Pparγ proteins in 3T3-L1 cells.

D. Representative oil red staining images of brown adipocytes differentiation, bar = 200 μm.

E. Relative mRNA abundance of shown mRNAs in the C3H10-T1/2 cells.

F. Immunoblotting assays to examine the Ucp1 and Prdm16 proteins in the C3H10-T1/2 cells.

**Supplementary Figure 4**

A. Representative oil red staining images of white adipocytes differentiation, bar = 200 μm.

B. Immunoblotting assays to detect Acc, C/ebpβ, Pparγ, and Fabp4 proteins in 3T3-L1 cells after the treatment of indicated BMDMs conditional medium.

C. Immunoblotting assays to examine the p-Insulin Receptor and p-Akt levels in 3T3-L1 cells in response to insulin after the treatment of indicated BMDMs conditional medium.

D. Representative oil red staining images of brown adipocytes differentiation, bar = 200 μm.

E. Immunoblotting assays to examine the Ucp1 and Prdm16 proteins in the C3H10-T1/2 cells. During the differentiation, cells were incubated with conditional medium from indicated BMDMs.

F. Relative abundance of shown mRNAs in the C3H10-T1/2 cells. During the differentiation, cells were incubated with conditional medium from in indicated BMDMs medium.

Supplementary Table1

| Ab for immunoblotting | Source | Catalog Number |
| --- | --- | --- |
| Kdm6a | Cell Signaling Technology | 33510 |
| βActin | proteintech | 60008-1-lg |
| β-Tublin | Cell Signaling Technology | 2148S |
| Ucp1 | abcam | ab10983 |
| H3 | Cell Signaling Technology | 4620S |
| H3K27me3  Pparγ  Cebpβ  Prdm16  Pgc-1α  phosphor-Akt (Ser473)  Akt  Insulin receptor  Phospho-Insulin receptor (Thr1160)  Fabp4    Acetyl-CoA Carboxylase | Cell Signaling Technology  Santa Cruz  Santa Cruz  Abcam  Calbiochem  Cell Signaling Technology  Cell Signaling Technology  Santa Cruz  PhosphoSolutions  Cell Signaling Technology  Cell Signaling Technology | 9733  sc-7273  sc-7962  ab106410  ST1202  #4060  #4691  sc-711  p168-1160  2120S  3662s |

| Ab for FACS | Source | Catalog Number |
| --- | --- | --- |
| PE-anti-F4/80 | MULTI Sciences | AM048004-250 |
| FITC-anti-CD11b | Bio Legend | 101206 |
| FITC-anti-CD11c | BD | 561045 |
| APC-anti-CD11c | MULTI Sciences | AM011C05-250 |
| APC-anti-CD206 | Bio Legend | 141707 |

Supplementary Table2

| Gene | Forward primer (5'-3') | Reverse primer (5'-3') |
| --- | --- | --- |
| 18sRNA | AGGGGAGAGCGGGTAAGAG | GGACAGGACTAGGCGGAACAACA |
| Cox5a | GGAAGACCCTAATCTAGTCCCG | GTTGGGGCATCGCTGACTC |
| Kdm6a | CGGGCGGACAAAAGAAGAAC | CATAGACTTGCATCAGATCCTCC |
| Cox7a | GCTCTGGTCCGGTCTTTTAGC | GTACTGGGAGGTCATTGTCGG |
| Cox8b | TGTGGGGATCTCAGCCATAGT | AGTGGGCTAAGACCCATCCTG |
| Pparg | GGAAGACCACTCGCATTCCTT | GTAATCAGCAACCATTGGGTCA |
| Prdm16 | TGCTGACGGATACAGAGGTGT | CCACGCAGAACTTCTCGCTAC |
| Ucp1 | CAAAAACAGAAGGATTGCCGAAA | TCTTGGACTGAGTCGTAGAGG |
| Pgc1a | TATGGAGTGACATAGAGTGTGCT | CCACTTCAATCCACCCAGAAAG |
| Ccl2 | TTAAAAACCTGGATCGGAACCAA | GCATTAGCTTCAGATTTACGGGT |
| Nos2 | ACATCGACCCGTCCACAGTAT | CAGAGGGGTAGGCTTGTCTC |
| Arg1 | CTCCAAGCCAAAGTCCTTAGAG | GGAGCTGTCATTAGGGACATCA |
| Retnla | CCAATCCAGCTAACTATCCCTCC | ACCCAGTAGCAGTCATCCCA |
| Il6 | CCACGGCCTTCCCTACTTC | TTGGGAGTGGTATCCTCTGTGA |
| Ym1 | ACTGATAGCAGTTTGCCCAAG | TCTACGTTCCCCAAGTCGTTAG |
| Pdcd1lg2  Fabp4  C/ebpβ | CTGCCGATACTGAACCTGAGC  AAGGTGAAGAGCATCATAACCCT  TCGGGACTTGATGCAATCC | GCGGTCAAAATCGCACTCC  TCACGCCTTTCATAACACATTCC  AAACATCAACAACCCCGC |
| Kdm6a genotyping | AACAAAAACCCAGGCTTTATTCAC | AGTTTCAGGATACCTTTACTATAAG |
| Cre genotyping  Ire1α  Il10  Ire1α-a  Ire1α-b  Ire1α-c  Ire1α-d  Ire1α-e  Ire1α-f  Ire1α-g  Ire1α-h | ATTTGCCTGCATTACCGGTCG  ACACTGCCTGAGACCTTGTTG  CTTACTGACTGGCATGAGGATCA  ATGGCTGAGTGGTTTCCACC  AGGTCTCGTCAGCTCACCTT  AGATGCTGGCTTTGGGTCAG  CTAAGAGGGCTTCTGGGTGTG  GGTGACCCTGTTTAGACCCTG  ACCACAGACTTTGTAGGCCA  GTACCAAAAATCGCCATTCCCT  CTCCGGGAGTCAGGGTATGT | CAGCATTGCTGTCACTTGGTC  GGAGCCCGTCCTCTTGCTA  GCAGCTCTAGGAGCATGTGG  TCACAGCAGCAACCAACAGA  CGCTACAGAGCTACCCTGAC  CAGTCTCGAGATGGCCTAGTG  CCAGGGTCTAAACAGGGTCAC  ACCTCTCAGCCACTGACAAA  TCAAGGGAATGGCGATTTTTGG  ATCTCCCCCACATACCCTGA  CTCCCCACGGCTACACAATA |

How the deposited data were processed for this re-analysis (not part of the article)

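RNA-seq of LPS-treated BMDMs was analysed from 2 wild-type and 3 Kdm6a-deficient samples, each named by its genotype and replicate number in the sample labels. Before deposit, the authors mapped the reads with TopHat and computed FPKM per gene with Cufflinks, as the paper states. The same deposited table holds a signal value for each genotype, the mean of gene counts divided by size factors, which the authors computed in DESeq. The authors also gave the ratio of those means as a fold change, and a p-value with its adjusted value from the same comparison. Versions of these tools are not given in the sources used here, apart from Bowtie 0.12.2 in the submitters' notes. The group means move in steps of 1 read, and these steps come in 3 sizes per genotype, of which 1 wild-type size (0.308) matches no sample held here. The authors' comparison therefore drew on 3 samples of each genotype, and the third wild-type sample is not analysed here.

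The design foresaw counts per sample or, failing those, FPKM, and the values turned out to be FPKM. The test was therefore limma-trend on log2(FPKM + 1), with genes kept at 1 FPKM or more in at least 2 samples, all 5 samples in a single fit without a block, and Benjamini-Hochberg adjusted p under 0.05. A fold change on this scale understates the change of low genes. Standard errors come from limma's moderated variance, and means with SD are of the FPKM themselves. Gene lists were compared with all other tested genes by limma's camera with a preset correlation of 0.01 and with an estimated one, adjusted over the 31 of 37 lists with at least 5 tested members. limma's fry, which tests whether the genes of a list move one way on balance and makes no comparison with other genes, was an alternative. Over-representation was tested by one-sided Fisher's exact tests with all tested genes as background, and of KEGG pathways, of 10 to 300 genes, with the tested genes that have a pathway. The tests, the gene lists, the cell type markers and the alternatives not marked as added later were fixed before the data were examined. Fig. 7A of the paper, which shows the authors' result from this experiment, had been seen by then. The test of the Il10 signalling list is therefore no independent check of that figure.

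The rule for named genes took the genes the paper names for BMDMs, the names printed in the heatmap of Fig. 7A, the 10 highest and 10 lowest log2 fold changes among called genes with a mean of at least 5 FPKM whose genotypes do not overlap, and up to 4 members of each list described with the smallest adjusted p. Genes named outside it are marked as such where they appear, and 1 gene within it is not reported here. Symbols and GeneIDs are those of the deposited table. For 27 symbols that had been turned into dates, the symbol was taken by GeneID from the RefSeq gene table of GRCm38.p6, in which 99.3% of the GeneIDs were found. Transcript lengths and GC content came from GENCODE vM21 for 99.5% of tested genes. No column of values per sample was left out.

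Alternatives were a pseudocount of 0.1 FPKM, no filter on low values, a replicate block, each sample left out in turn, other genes entered in the over-representation test and, added after the data were seen, quantile normalization, scaling by the median of ratios or the upper quartile, a filter on all 5 samples, removal of a trend with transcript length, the authors' p-values adjusted over the genes kept here, and KEGG pathways. Alternatives that need counts per sample were not run. On simulated data for these 10893 genes, with 2 samples against 3, the fit recovered 85 of 100 genes changed by 1 on the log2 scale and 48 of 100 changed by 0.5, and called 0 unchanged genes. The simulated noise was independent between genes and samples, and the changed genes had a mean of at least 5 FPKM. The real samples share deviations across many genes, so the simulation does not measure false calls that come from these. R 4.3.3, limma 3.58.1, data.table 1.17.8, Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9 were used.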

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

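The test of a single kind of stromal cell was chosen only after the result was seen. The 5 gene groups here were tested across all lists by limma's camera, and the paper does not report on them as groups in these samples. Each loses its call with an estimated correlation, as given beside it.

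Chemokine genes were higher in Kdm6a-deficient BMDMs, with 11 of 24 tested members higher and 2 lower (16 and 3 when adjusted over the list alone; camera adjusted p = 1.08e-10; adjusted p = 0.148 with an estimated correlation). Without wild-type sample 1, wild-type sample 3 and Kdm6a-deficient sample 3 the higher members numbered 6, 5 and 6.

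Targets of the Perk-Atf4 branch of the unfolded protein response, which serve amino acid supply and stress signalling, were lower, with 9 of 15 tested members lower and none higher (12 lower when adjusted over the list alone; camera adjusted p = 2.03e-10; adjusted p = 0.133 with an estimated correlation). Ddit4, an inhibitor of mTORC1 signalling, fell from 53.7 ± 4.08 FPKM (SD, n = 2) to 30.3 ± 0.963 FPKM (SD, n = 3), a log2 fold change of −0.80 (adjusted p = 0.0028 from limma). Vldlr, Aldh1l2 and Trib3 had log2 fold changes of −0.63, −0.89 and −0.76 (adjusted p = 0.0104, 0.0105 and 0.0138 from limma). Without wild-type sample 3 the call of each of these was lost (adjusted p = 0.0945, 0.0704 and 0.109). Vldlr was also lost without wild-type sample 1 and Kdm6a-deficient sample 3 (adjusted p = 0.0554 and 0.0533), and Trib3 without the latter (adjusted p = 0.0779). The lower members numbered 3 and 1 without wild-type samples 1 and 3, and 5, 11 and 2 without Kdm6a-deficient samples 1, 2 and 3.

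Interferon-stimulated genes were slightly higher, with 5 of 32 tested members higher and none lower (the same when adjusted over the list alone; camera adjusted p = 1.43e-08; adjusted p = 0.133 with an estimated correlation) and a median log2 fold change of 0.16. The 5 are Cxcl9, Gbp2, Oasl1, Gbp5 and Gbp3, the last named after its values were seen. They numbered 2 and 1 without wild-type samples 1 and 3, and 3 and 1 without Kdm6a-deficient samples 1 and 3.

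Genes of C-type lectin receptors and their signalling, which recognise fungal and mycobacterial cell walls, were higher, with 4 of 15 tested members higher and none lower (7 higher when adjusted over the list alone; camera adjusted p = 3.47e-06; adjusted p = 0.133 with an estimated correlation). They are Clec7a (log2 fold change 0.60), Clec4a1 (0.52), Clec4e (0.56) and the kinase gene Syk (0.39). The number was 2 without wild-type sample 1, 0 without wild-type sample 3 or Kdm6a-deficient sample 3, and 6 without Kdm6a-deficient sample 2.

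Markers of stromal cells were lower, with 5 of 11 tested markers lower and none higher (7 lower when adjusted over the list alone; camera adjusted p = 4.69e-07; adjusted p = 0.133 with an estimated correlation). Besides Dcn these are Lum (log2 fold change −0.88, or −1.55 with a pseudocount of 0.1 FPKM), Col1a2 (−0.61), Col1a1 (−0.63) and Sparc (−0.41); Sparc and Col3a1 are named after their values were seen. Col1a2 was at 1326 ± 72.8 FPKM (SD, n = 2) in wild-type and 867 ± 22.9 FPKM (SD, n = 3) in Kdm6a-deficient BMDMs, while Col3a1 was at 409 ± 12.6 FPKM (SD, n = 2) and 398 ± 21.8 FPKM (SD, n = 3). Without wild-type samples 1 and 3, 1 marker was lower in each case, and 3, 6 and 2 were without Kdm6a-deficient samples 1, 2 and 3.

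The tables argue against 2 explanations of the lower stromal markers. A smaller share of stromal cells of a single kind would lower all their transcripts by the same factor, if no other cells expressed them. Yet 7 of the 11 markers have a 95% interval that misses the list's median of −0.41, with Dcn at −1.40 and Col3a1 at −0.04 on log2(FPKM + 0.1). Removing a trend with transcript length left 5 of the 5 called markers lower at an adjusted p under 0.05 from limma, at a median log2 fold change of −0.58. It also left 235 of all 238 lower genes lower, so the argument rests on that median and not on the count. A smaller share of stromal cells of several kinds, or beside other cells that express these genes, stays open. Fewer stromal cells together with a change within them, or a change in macrophages that express these genes, stays open as well. The genotype itself was not tested against any of these. No sort that would remove stromal cells is described for these cultures.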

How the results depend on the processing

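The alternatives of normalization by quantile, median of ratios or upper quartile, the filter on all 5 samples, the removal of a length trend and the authors' p-values were chosen only after the results were seen. Of 65 called genes named in the text and its plots, 35 kept their call in each of the 13 alternatives in which they were tested. The direction turned in 0 of them. In every called gene the genotypes do not overlap. Leaving out a sample, the block, another pseudocount or another filter therefore could not turn a direction, and that count says little. Nos2, Ccl20, Lum and Tie1 pass the filter on low values only with both wild-type samples. The over-representation of Il10 signalling stayed past its threshold in each alternative run, at p = 2.99e-07 to 0.000433 with a sample left out (one-sided Fisher's exact test), and Kdm6a stayed short of it (log2 fold change −0.51 to −0.24). The set test of the same list kept its call except with an estimated correlation (adjusted p = 0.133). Leaving out samples gave 46 to 281 higher and 35 to 397 lower genes, 23 to 56 and 14 to 20 of them more than 2-fold, and a log2 fold change of Il10 of 0.57 to 1.12, lost in 4 of the 5 cases. Fewer samples enter these fits, and a lone wild-type sample is assumed to vary like the others. A pseudocount of 0.1 FPKM gave 46 and 55 genes more than 2-fold higher and lower, since it shrinks low genes less. With no filter on low values, Il10 kept its log2 fold change of 0.84 and lost its call (adjusted p = 0.0948 from limma, 0.0107 to 0.138 over its alternatives); the cause was not tested. The authors' p-values over the genes kept here gave 390 higher and 491 lower genes, 52 and 63 of them more than 2-fold; the cause was not tested.

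Replicate numbers 1 and 3 occur in both genotypes, and no source says what they mark. Deviations from the group means correlated at 0.43 for number 1 and −0.14 for number 3. A replicate block gave 436 higher and 560 lower genes, with the fold changes found when Kdm6a-deficient sample 2, which has no partner, is left out. Under the block, 2 of 25 targets of Ire1α and Xbp1 were lower, against 0 without it. Of the 95 genes picked by symbol as ribosomal protein transcripts, 50 were lower under the block, against 0 without it. Removing a trend with transcript length gave 350 and 445, and the cause was not tested. Itgam turned from −0.02 to 0.052 under the block and without Kdm6a-deficient sample 2, and to 0.0095 without the length trend (−0.055 to 0.052 with a sample left out). Col3a1 turned from −0.04 to 0.0051, 0.0051 and 0.00028 in the same settings (−0.072 to 0.0051 with a sample left out). Arg1 passed under the block (log2 fold change 0.34, adjusted p = 0.0347 from limma), with the cause not tested. Alternatives that need counts per sample (another count test, other size factors, a filter on counts) were not run, and KEGG pathways gave no value for Il10 signalling. Total depth per sample is unknown. At genes of 1000 to 2000 mean normalized counts, pairs of samples differed by 1.92 to 5.99 times the noise of counting, and lower genes were not compared with that noise.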

Differences from the paper's values

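The paper ranks Il10 signalling first among pathways in Kdm6a-deficient BMDMs (Fig. 7A). Here the Il10 signalling list passed its test, but a list of chemokines had the lower p (3.03e-08 against 1.13e-05, one-sided Fisher's exact test). The Il10 signalling genes entered in that test were the chemokines Ccl3, Ccl4 and Ccl20, the last of which fell, and Il1a. Of all 10 higher Il10 signalling genes, 4 stand in both lists. The authors' comparison drew on 1 more wild-type sample than is analysed here, so the groups compared are not the same. The ranking here is over 31 lists fixed before the data were examined, not over Reactome, and the sentence of the paper names KEGG where its methods name Reactome. In a test of KEGG pathways chosen after the values were seen, none is named for interleukin-10.

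The paper states that LPS raises Nos2 and Il6 mRNA less in Kdm6a-deficient BMDMs (Fig. 5B, RT-qPCR). Nos2 was lower here, at 0.603 ± 0.0198 FPKM (SD, n = 3) against 2.13 ± 0.191 FPKM (SD, n = 2), a log2 fold change of −0.97 (adjusted p = 0.00261 from limma) that was −1.66 with a pseudocount of 0.1 FPKM; with a wild-type sample left out it is below the level tested. Il6 was at 4.44 ± 0.298 FPKM (SD, n = 3) against 3.17 ± 0.815 FPKM (SD, n = 2), a log2 fold change of 0.39 (95% interval 0.09 to 0.70, adjusted p = 0.183 from limma), above both wild-type samples in 3 of 3 Kdm6a-deficient samples. It was 0.59 without wild-type sample 1 and 0.19 without wild-type sample 3 (adjusted p = 0.0674 and 0.753). Samples without LPS are not analysed here, so an increase by LPS was not measured.

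The paper states that CD11c-positive cells decreased among gated, LPS-stimulated Kdm6a-deficient BMDMs (Fig. 5A, flow cytometry). Itgax, the gene of CD11c, was higher here, at 22.4 ± 1.39 FPKM (SD, n = 3) against 12.5 ± 0.444 FPKM (SD, n = 2), a log2 fold change of 0.79 (adjusted p = 0.00315 from limma), and kept that call in all 13 alternatives. The paper measured protein on gated cells, and this is mRNA of all cells of a sample together.

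The paper states that loss of Kdm6a suppresses M1 polarisation by LPS. Of 18 tested M1 markers, 6 were higher and 1, Nos2, was lower (10 and 2 when adjusted over the list alone; camera adjusted p = 0.000156; adjusted p = 0.133 with an estimated correlation). The higher members numbered 5 and 4 without wild-type samples 1 and 3 and 4 without Kdm6a-deficient sample 3. Besides Itgax they include Cxcl9 and Fpr2, a receptor for formyl peptides (log2 fold change 0.74, adjusted p = 0.00264 from limma). The list was written from general knowledge and is wider than the paper's own markers.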

Other observations

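The tests of neutrophils and of a smaller stromal share, and the spread set against another mix of cell types, were chosen only after the result was seen. Scavenger and efferocytosis receptors are a list of genes for the uptake of dying cells, lipids and haemoglobin. Of its 15 tested members, 3 were higher in Kdm6a-deficient BMDMs and none was lower (6 higher when adjusted over the list alone; camera adjusted p = 0.00105; adjusted p = 0.133 with an estimated correlation). The median log2 fold change of the list was 0.10, and 10 of the 15 had a positive one. Besides Cd5l these are Cd163, the haemoglobin receptor (log2 fold change 1.30, adjusted p = 0.000734 from limma; 2.15 with a pseudocount of 0.1 FPKM), and Cd36, a receptor for lipids (0.67, adjusted p = 0.026 from limma). The call of Cd36 was lost without wild-type sample 3 (log2 fold change 0.52, adjusted p = 0.22), Kdm6a-deficient sample 1 (0.63, adjusted p = 0.075) and Kdm6a-deficient sample 3 (0.63, adjusted p = 0.129). The number of higher members was 2 without each of these samples. Of 8 tested genes of MHC class II presentation, 2 were higher (4 when adjusted over the list alone; camera adjusted p = 0.00114; adjusted p = 0.354 with an estimated correlation). They are H2-Aa (log2 fold change 0.93, adjusted p = 0.0033 from limma) and H2-Eb1 (0.72, adjusted p = 0.0187), the call of which was lost without wild-type sample 3 and Kdm6a-deficient sample 3 (adjusted p = 0.149 and 0.094). Of 5 tested endothelial markers 2 were lower (5 when adjusted over the list alone; camera adjusted p = 1.52e-06; adjusted p = 0.133 with an estimated correlation): Cdh5 (log2 fold change −0.95, adjusted p = 0.00275 from limma) and Tie1 (−0.86, adjusted p = 0.00413 from limma; −1.54 with a pseudocount of 0.1 FPKM).

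The paper states that Ire1α is lower in Kdm6a-deficient BMDMs by RT-qPCR and immunoblotting (Fig. 6C), without naming a stimulus there. A decrease of its mRNA did not pass the test here. M2 genes were followed by the paper in other experiments. Ern1, the gene of Ire1α, was at 5.27 and 4.97 FPKM in the wild-type samples and 4.97, 2.87 and 4.78 FPKM in the Kdm6a-deficient samples, a log2 fold change of −0.26 (standard error 0.19, adjusted p = 0.557 from limma) that was −0.06 without Kdm6a-deficient sample 2. Of 25 tested targets of Ire1α and Xbp1, 0 passed in limma and 1 had an unadjusted p under 0.05 (camera adjusted p = 0.156). Of 10 tested M2 markers, Cd163 was higher and Klf4 (log2 fold change −0.62) and Tgm2 (−0.37) were lower (2 higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.888). Klf4 and Tgm2 lost their calls without any sample but Kdm6a-deficient sample 2 (adjusted p = 0.0705, 0.109, 0.0527 and 0.0888 for Klf4; 0.124, 0.328, 0.112 and 0.173 for Tgm2). The paper reports M2 genes of BMDMs after Il4, and M2 markers of macrophages from fat tissue (Fig. 3B, C), neither of which is analysed here. With LPS, Arg1, Chil3 (Ym1) and Mrc1 (CD206) had log2 fold changes of 0.40, 0.21 and 0.10 (adjusted p = 0.153, 0.248 and 0.742 from limma). Arg1 was at 0.24 without wild-type sample 1, and Mrc1 at 0.011 to 0.21 with a sample left out. The authors' deposited table, which drew on 1 more wild-type sample, gives Arg1 a fold change of 1.34 (adjusted p = 0.00655 from DESeq). For Chil3 and Mrc1 it gives 1.20 and 1.07 (adjusted p = 0.0987 and 0.916 from DESeq). Pdcd1lg2 was at 0.394 FPKM in wild-type and 0.385 FPKM in Kdm6a-deficient BMDMs, and Retnla is listed at 0 in every sample. Kdm6b, the paralog of Kdm6a, had a log2 fold change of −0.25 (adjusted p = 0.247 from limma).

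For the higher Il10 signalling genes, whose called higher members have a median log2 fold change of 0.84, 3 explanations were examined. These 10 members were picked for passing the test here, the marker lists were not picked, and all 36 members have a median of 0.05. The comparison with markers therefore leans towards a difference, and it excludes neither more neutrophils nor a smaller stromal share. More neutrophils would raise neutrophil markers by about as much, but the 12 tested markers have a median of 0.15 (SD 0.306). A smaller share of stromal cells would raise macrophage markers alike, but the 11 tested markers other than Lyz2 have a median of 0.14 (SD 0.245). With the trend with transcript length removed, 10 of 10 members were still higher in limma, at a median of 0.79. So were 184 of all 188 higher genes, so the count alone says little. The little changed median argues against transcript length for these 10. An effect of Kdm6a loss on these genes, or a difference in the state or dose of stimulation between cultures, stays open and was not tested.

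Kdm6a-deficient sample 2 stood apart from the other Kdm6a-deficient samples, with 8 genes more than 2-fold off their mean. Its difference from them ran with transcript length (Spearman's rho −0.612 across 10838 genes, which are not independent replicates) and with GC content (rho 0.547), against a rho of 0.268 with length between the wild-type samples. Each relation held with the other taken out (partial rho −0.578 and 0.503), and removing the length trend lowered the SD of the differences from 0.217 to 0.171. Another mix of cell types cannot be told apart from this, since the largest median difference among marker lists was 0.19 (neutrophil markers) and its members spread more widely than that (SD 0.26). A difference in RNA quality or library preparation may account for part of it, which no label records. No biological explanation other than the mix of cell types was tested.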
